# Integrated OMICs unveil the bone-marrow microenvironment in human leukemia

**DOI:** 10.1016/j.celrep.2021.109119

**Published:** 2021-05-11

**Authors:** Diana Passaro, Manuel Garcia-Albornoz, Giovanni Diana, Probir Chakravarty, Linda Ariza-McNaughton, Antoniana Batsivari, Clara Borràs-Eroles, Ander Abarrategi, Alexander Waclawiczek, Luigi Ombrato, Ilaria Malanchi, John Gribben, Dominique Bonnet

## Abstract

The bone-marrow (BM) niche is the spatial environment composed by a network of multiple stromal components regulating adult hematopoiesis. We use multi-omics and computational tools to analyze multiple BM environmental compartments and decipher their mutual interactions in the context of acute myeloid leukemia (AML) xenografts. Under homeostatic conditions, we find a considerable overlap between niche populations identified using current markers. Our analysis defines eight functional clusters of genes informing on the cellular identity and function of the different subpopulations and pointing at specific stromal interrelationships. We describe how these transcriptomic profiles change during human AML development and, by using a proximity-based molecular approach, we identify early disease onset deregulated genes in the mesenchymal compartment. Finally, we analyze the BM proteomic secretome in the presence of AML and integrate it with the transcriptome to predict signaling nodes involved in niche alteration in AML.

## Highlights

• Provide a large omics repository of the BM microenvironment of immunodeficient mice
• Demonstrate the transcriptomic overlap between different reporter niche markers
• Reveal particular pathologic crosstalk between AML and different niches
• Integrate multi-omics to predict niche biomarkers and therapeutic targets

## Introduction

Hematopoietic stem cells (HSCs) reside in a unique microenvironment referred to as the “niche,” which regulates the balance between self-renewal and differentiation of the hematopoietic stem compartment. The bone-marrow microenvironment is a complex multicellular tissue, whose non-hematopoietic component has been studied mostly in relation to its supportive function of hematopoietic lineages. Based on elegant *in vivo* depletion or expansion experiments and imaging-based approaches, a number of cell types have been suggested to contribute to the HSC niche. Studies on the bone-marrow (BM) stroma have defined individual populations in the stem cell niche regulating hematopoietic regeneration and capable of initiating leukemia (Crane and Kaeberlein, 2018; Yu and Scadden, 2016; Pinho and Frenette, 2019). To date, at least two functionally distinct perivascular niches that highly express cxcl12 and s*cf.* to dictate HSC cell fate have been identified: the arteriolar niches (Ding et al., 2012), composed mainly of arteriole-associated sympathetic nerve fibers, Nestin^high^ (Méndez-Ferrer et al., 2008) and/or Ng2^+^ cells (Yamazaki et al., 2011; Katayama et al., 2006), and the sinusoidal niches, where sinusoid-associated cxcl12-abundant reticular (CAR) cells (Omatsu et al., 2010), Nestin^low^ Lepr^+^ cells are located (Morrison and Scadden, 2014; Boulais and Frenette, 2015). These distinct vascular beds have a specific spatial distribution relative to the bone (Sivaraj and Adams, 2016) and have been shown to differentially regulate hematopoiesis and osteogenesis (Itkin et al., 2016; Langen et al., 2017; Chen et al., 2019).

Alterations of niche components has been described during the development of different blood malignancies (Kode et al., 2014; Goulard et al., 2018; Batsivari et al., 2020). Experimental models have highlighted several possibilities of crosstalk between malignant/premalignant cells and their niches as key contributors to disease initiation, progression, and resistance to therapy (Lane et al., 2009; Zhang et al., 2012; Miller et al., 2018). However, since the composition and molecular mechanisms used by the malignant niches are only partially understood, many unknowns remain.

High-throughput OMICS analyses on different interacting cellular components provide molecular insights into tissue-specific signaling networks with recent literature highlighting the high complexity of the BM microenvironment transcriptome at single-cell resolution (Tikhonova et al., 2019; Baryawno et al., 2019; Baccin et al., 2020). The BM thus represents the optimal system to apply computational tools and decipher the mutual interactions between cellular components. Here, we used genome-wide RNA sequencing, to draw a comprehensive picture of the major cell components of the BM stroma, using reporter mice widely used in BM niche research, and backcrossed in immune-deficient mice. We identified eight distinct functional clusters and unveiled their specific gene-expression signatures at steady-state hematopoiesis. We then examined the changes affecting these components during AML development using a well-established acute myeloid leukemia patient-derived xenograft (AML-PDX) model. In addition, we analyzed the BM secretome and integrated the results to the transcriptomic data to provide global mechanistic insights into changes occurring during human AML development in the niche.

## Results

### Substantial overlap among BM niche populations identified with current markers

To expand the current knowledge of the BM non-hematopoietic compartment, we used high-throughput RNA sequencing to perform genome-wide transcriptomic analysis of 7 sort-purified populations, by using our reporter mice for osteolineage cells (Osterix, Osx; Collagen, Col^low^ and Col^high^) and different subsets of mesenchymal cells (Ng2; Nestin, Nes^high^ and Nes^low^) and CD31 markers for endothelial cells (Figure S1A). First, we focused our attention on the molecular characterization of these stromal populations in homeostatic conditions (Figure 1A). Unbiased principal component analysis revealed tight clustering among stromal subsets (Figure 1B). Of all stromal subsets, CD31 and Col^high^ were the most transcriptionally distinct. Likewise, mesenchymal components clustered together with a certain degree of overlap between populations. Nes^high^ cells have been associated to peri-arteriolar cells (Kunisaki et al., 2013); however, their specific niche function has not been addressed. Interestingly, they show a specific transcriptional profile, only partially overlapping with Ng2 cells. A high degree of overlap is observed between Osx, classically defined as osteoprogenitors, and Col^low^ cells, while Nes^low^ population sits in the middle of the plot, suggesting a certain degree of overlap with all the aforementioned populations (Figure 1B), which we confirmed by fluorescence-activated cell sorting (FACS) analysis (Figure 1C). Correlation matrix shows the degree of similarity between populations and unveils specific cellular overlaps (Figure 1D). For instance, Nes^low^ (and to a lesser degree Nes^high^) cells partially overlap with CD31 cells, as previously reported (Figures 1C and 1D; Asada et al., 2017). Interestingly, a high degree of overlap is also observed between Ng2^+^ cells, classically considered as pericytes, and cells of the osteolineage (Figures 1C and 1D). Within the osteolineage, expression level of Col can be used to distinguish between different degrees of differentiation (Coutu et al., 2017), as suggested by the high overlap between Osx and Col^low^ (Figures 1B–1D).

**Figure 1:**
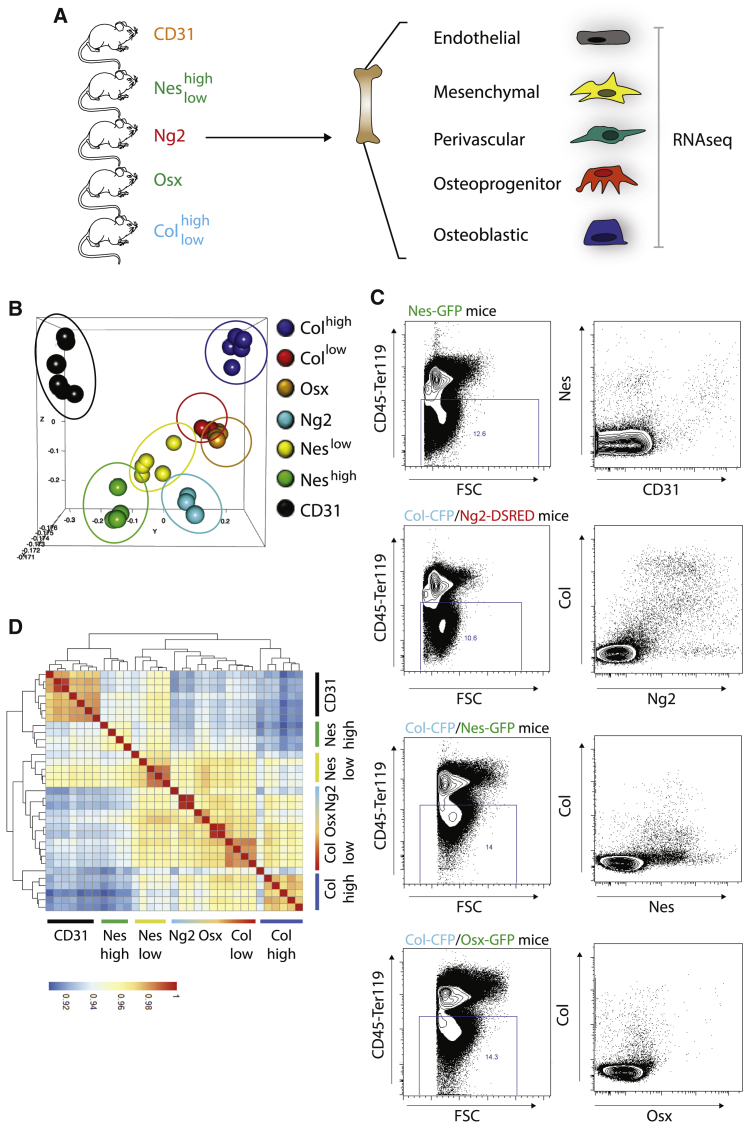
BM niche populations identified with current markers (A) Schematic figure of the experimental design depicting stromal components isolated from the BM of NSG mice carrying specific fluorescent reporters. FACS populations were analyzed by RNA-seq. CD31 n = 7; Nes^high^ n = 4; Nes^low^ n = 5; Ng2 n = 3; Osx n = 5; Col^low^ n = 4; Col^high^ n = 5. (B) 3D PCA analysis showing similarities in expression profiles between different stromal components in healthy mice. Each dot represents an experimental replicate. (C) Flow-cytometry analysis of CD45^–^Ter119^–^ BM cells derived from depicted mice showing overlap between markers associated to niche components. (D) Correlation matrix showing similarities between different stromal components in healthy mice. See also Figure S1.

### Transcriptomic signature unravels specific features of BM niche cells in homeostasis

A specific cellular taxonomy of the BM non-hematopoietic niche has been recently defined via unbiased single-cell sequencing (Baryawno et al., 2019). We could classify our 7 BM niche populations based on these defined signatures (Figure S1B), confirming their conserved function in NSG mice. However, this classification only describes the transcriptome of niche cells at relatively low depth, a limitation associated with the single-cell sequencing technology.

To overcome this issue and unveil thorough molecular features of BM niche cells, we used their gene-expression profiles to define 8 functional clusters of transcripts responsible of the differences between populations (Figure 2A; Table S1). Analysis of biological processes and cellular functions allowed to define specific functional features of each cluster. By combining gene-expression values of each cluster and related processes, we can recapitulate the connections between niche cells in a process network map (Figure 2B).

**Figure 2:**
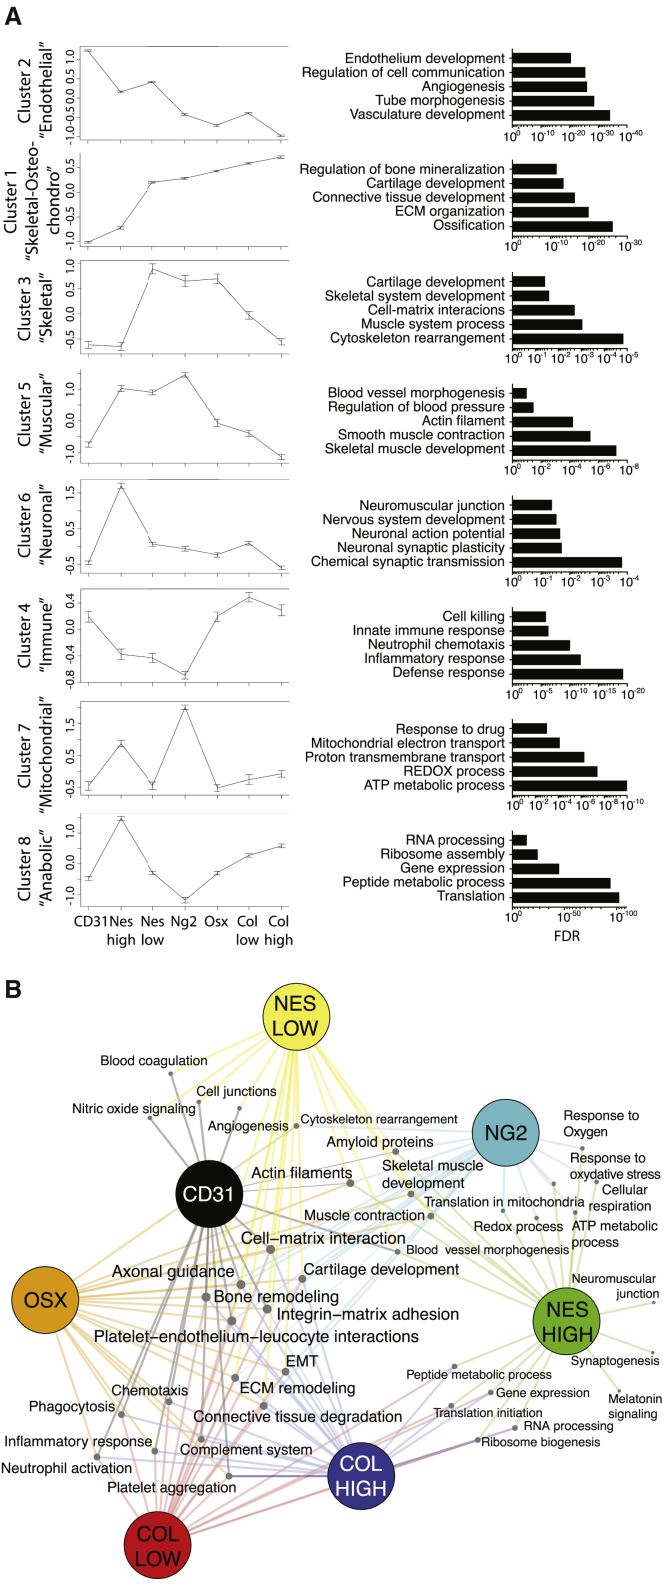
Differential clusters between BM niche populations in homeostasis (A) Cluster behaviors among niche components. Left: within-cluster averages of *Z*-scored expression profiles across stromal types from control samples (means ± SEM). Right: top enriched processes associated to each cluster. (B) Process network map showing the relatedness of the different stromal types (size of each node proportional to the number of connections). See also Figures S1 and S2 and Tables S1 and S2.

Cluster 2 includes genes highly expressed in CD31 cells and specific for the endothelial function, such as endothelial commitment (*pecam1*, *cdh5*, *kdr*, *emcn*, *cd34*, *flt4*, *ly6a*, *tie1*, *apln*, *pdgfb*), vessel development (*dll1*, *dll4*, *notch1*, *notch4*), regulation of angiogenesis (*eng*, *flt1*, *ephb4*, *nck1*), cell junction (*gja4*, *gja5*, *gjc1*, *cdh5*, *cldn5*, *jam2*), and platelet aggregation (*vwf*, *f2r*, *selp*, *cd36*). Further classification of the genes in this cluster can be performed by comparative analysis with recently characterized subtypes of vascular endothelial cells (type L, H and E) (Langen et al., 2017) (Figure S2A). Cluster 1 identifies a heterogeneous group of genes highly expressed in osteolineage populations (Col^high^, Clo^low^, Osx) as well as in Nes^low^ and Ng2^+^ cells, and including genes involved in the deposition and interaction with the matrix (*fap*, *CD44*, *mmp13*, *mmp16*, *tnc*, *thbs1-4*, *itgb1*), connective tissue formation (*col1a1*, *col1a2*, *dcn*, *sema3d*), chondrocytic differentiation, cartilage formation (*pth1r*, *mef2c*, *runx2*, *fbn2*), osteolineage (*alpl*, *sp7*, *runx2*, *spp1*, *smad9*, *dmp1*, *bglap1*,*2*,*3*), and bone formation (*bmp1*,*3*,*5*,*7*,*8a*). We noticed the lack of a proper mesenchymal stem cell (MSC) signature within this cluster, likely due to the low specificity of markers currently available to define such population. To dig into this question and try to isolate a cluster of genes specific to the MSC functions, we performed an analysis including gene expression of leptin-receptor^+^ (Lepr^+^) mesenchymal stromal cells from Tikhonova et al. (2019) and compared them to Nes^low^, Nes^high^, Ng2^+^ cells for their expression levels of genes in cluster 1. Interestingly, we identified two clusters of ∼300 genes similarly expressed in the Lepr^+^ and Nes^low^ cells and highly enriched in MSC signature genes (*adipoq*, *lepr*, *cxcl12*, *cxcl14*, *gpx3*, *pdgfra*, *agt*, *grem1 igfbp5*, *foxc1*, *cdh2*) (Worthley et al., 2015; Zhou et al., 2014; Zhao et al., 2019), which contains candidate markers to better define MSC population (Figure S2B; Table S2). Cluster 3 defines a small group of genes highly expressed in Nes^low^ and Ng2 involved in skeletal functions, such as muscle system processes (*acta1*, *myh1*,*4*, *myl1*, *tnnc2*, *tnnt3*), skeletal development and cell-matrix interaction (*acan*, *chad*, *col10a1*, *col271a*, *col9a1*, *lect1*), and cytoskeleton rearrangement (*tubb4a*, *acta4*, *myh11*). Cluster 5 includes genes highly expressed in Nes^high^, Ng2 and Nes^low^, involved in smooth muscle contraction (*acta2*, *myh11*, *tpm2*) and regulation of blood pressure (*acta2*, *aoc2*, *atp1a2*, *notch3*). Cluster 6 contains genes highly expressed in Nes^high^ cells, involved in neuronal-related processes, such as nervous system development (*ngfr*, *scn5a*, *egr1*, *agtr1a*, *tnfrsf12a*), synaptic plasticity and transmission (*cpeb1*, *egr1*, *syp*, *grin2a*, *pdlim4*, *prokr1*, *nos1*), and neuromuscular junction (*ank3*, *chrna1*, *musk*). Cluster 4 contains genes involved in immunoregulatory functions, such as myeloid cell differentiation and activation (*mpo*, *lcn2*, *ltf*, *cybb*, *retnlg*), neutrophil chemotaxis (*c5ar1*, *cxcl2*, *cxcr2*, *itgam*, *itgb2*, *nckap1l*, *syk*), as well as myeloid-derived suppressor cells function (*s100a8*, *s100a9*, *ngp*). This cluster is particularly high in osteolineage and endothelial cells, pointing at a specialized function for these niche components in the BM innate immunity regulation. Cluster 7 includes genes highly expressed in Nes^high^ and Ng2 cells mostly involved in mitochondrial function such as oxidative phosphorylation, ATP production and NADH metabolism (*mt-atp8*, *mt-co1*, *mt-cytb*, *mt-nd1*, *mt-nd2*, *mt-nd4*, *mt-nd5*, *mt-nd6*). Cluster 8 is particularly high in Nes^high^ and Col^high^ cells and mainly contains genes involved in cellular anabolic processes, such as RNA processing and translation, ribosome assembly, and peptide metabolism (38 *rpl* and 31 *rps* genes, *eif3h*, *eef1a1*, *uba*, *ubb*, *snrpa*, *naca*) (Figures 2A and 2B). Overall, our clusters analysis allowed the identification of groups of genes/functions defining unique features as well as shared properties among niche populations.

### Human AML alters the homeostatic functional identity of niche cells

We next analyzed how the presence of human AML engraftment impacts on the molecular signature of BM niche components. We used several donor BM patients representing different subgroups of the human AML disease spectrum (Table 1) as well as human AML cell lines and healthy human hematopoietic cells (CB) to engraft unconditioned immunodeficient mice, and isolated BM stromal cells as depicted in Figure 3A. t-distributed stochastic neighbor embedding (tSNE) analysis showed that AML does not impact on the global cellular identity of these niche components, since most of the replicates of each population reside in confined groups irrespectively of belonging to a healthy or BM with AML (Figure S3A). We used our previously described clusters to unravel the AML impact on BM niche function. Some of the clusters remain stable upon AML engraftment, while others lose their expression trend (Figures 3B and S3B).

**Table 1:** AML patient-derived samples

Sample ID	Karyotype	FAB	Age	Sex	NPM	FLT3
AML1^a^	Inv(3)(Q21Q26)/t(8;13)(p21)	M0	39	M	WT	WT
AML2^b^	trisomy 13	M1	67	F	Mut	n.a.
AML3^a^^,^^b^	normal	M2	72	F	Mut	WT
AML4^a^	T(6;11)(Q27;Q23)	M5a	36	M	WT	WT
AML5^a^^,^^b^	normal	M4	24	F	WT	ITD
AML6^b^	Del7q+8+11q	M4	61	F	WT	WT
AML7^a^	1q	M5a	53	M	Mut	WT
AML8^b^	normal	M1	61	M	Mut	ITD

Patient-derived AML samples used in the study and their genetic and clinical characteristics. n.a., not applicable.

a Samples used for transcriptome experiments.

b Samples used for secretome experiments.

**Figure 3:**
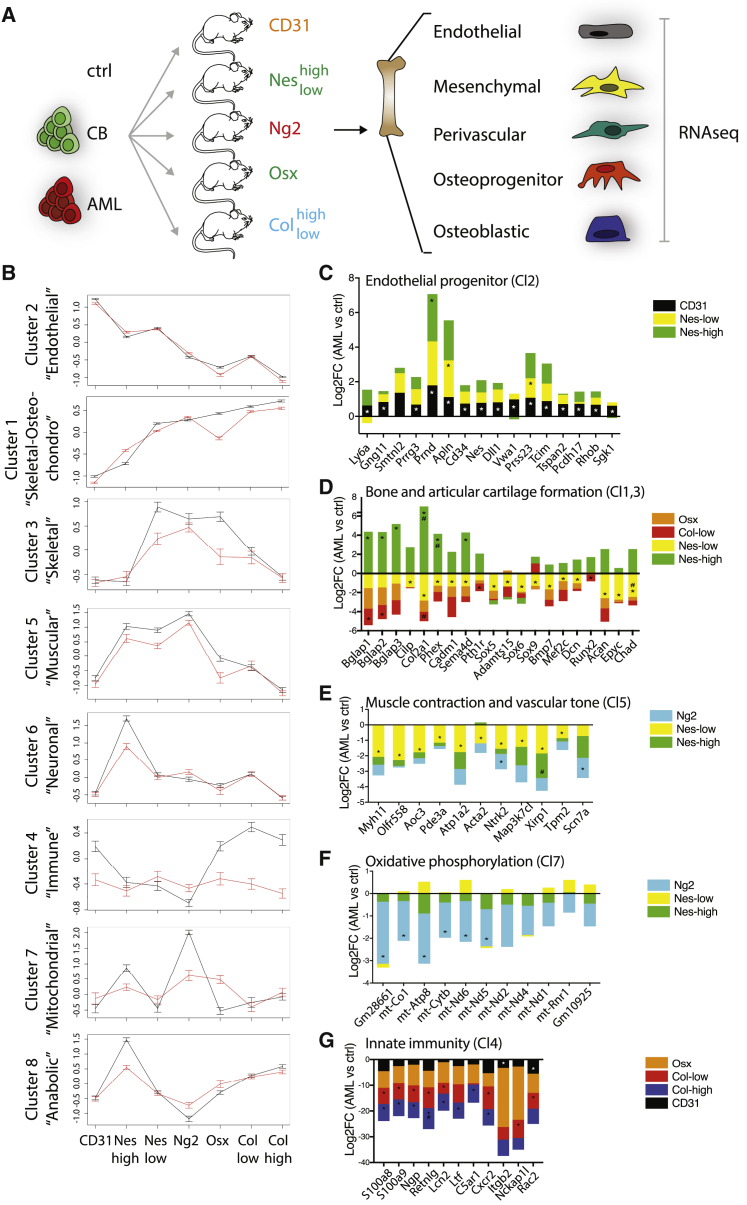
Human AML impact on the functional identity of the BM niche (A) Schematic representation of the experimental setup. Depicted stromal components were isolated from the BM of NSG mice carrying specific fluorescent reporters and non-transplanted (ctrl) or xenografted with healthy hematopoietic cells (CB) or patient-derived AML samples (AML; see Table 1 for details). FACS-sorted populations were analyzed by RNA-seq. CD31: ctrl n = 7, CB = 4, AML = 15; Col^high^: ctrl n = 5, CB = 2, AML = 9; Col^low^: ctrl n = 4, CB = 3, AML = 13; Nes^high^: ctrl n = 4, CB = 2, AML = 11; Nes^low^: ctrl n = 5, CB = 2, AML = 11; Ng2: ctrl n = 3, CB = 3, AML = 12; Osx: ctrl n = 5, CB = 4, AML = 10. (B) Comparison of within-cluster averages of *Z*-scored expression profiles between control samples (black) and leukemic samples (red). (C–G) Deregulation (mean log2FC) of genes in depicted clusters in the presence of AML (^∗^means FDR <0.1). See also Figures S3 and S4 and Table S3.

The overall signature of cluster 2 remains stable. However, we can identify changes in expression of specific subsets of genes, particularly the one associated with endothelial progenitor signature (Figure 3C). In fact, most of the upregulated transcripts correspond to genes highly expressed in type E cells, defined as progenitor/immature endothelial cells involved into matrix remodeling as well as angiogenesis and osteogenesis upon radiation injuries (Langen et al., 2017; Chen et al., 2019; Figure S3C). We also notice signs of endothelial-to-mesenchymal transition (EnMT; Figure S3D), a process already observed in myelofibrosis (Erba et al., 2017) and downregulation of genes involved in hemostasis (Figure S3E), suggesting a potential role of the endothelial component in severe complications of AML disease such as hemorrhages (Balmages et al., 2018).

Skeletal processes involved in bone and cartilage formation appear affected by AML, as shown by downregulation of specific genes in cluster 1 and 3 in Nes^low^ and Col^low^ cells (Figure 3D). Interestingly, the same genes are instead upregulated in Nes^high^ cells, pointing at a potential compensation mechanism (Figure 3D). In line with the EnMT phenotype, matrix and bone remodeling genes are also upregulated in CD31 cells (Figure S3F). The neurogenesis function seems downregulated in most of the mesenchymal cells (Nes^low^, Nes^high^, Ng2), while some specific genes are upregulated in CD31 cells (Figure S3G).

Another process highly affected by the presence of AML is the one associated with the smooth muscular function, as shown by downregulation of genes of cluster 5 in Nes^low^, Nes^high^, and Ng2 involved in muscle contraction and vascular tone regulation (Figure 3E).

On the same line, most of the genes of cluster 7 are downregulated in Ng2 and Nes^high^ cells (Figure 3F), pointing at a decreased metabolic function in muscular cells.

Finally, the BM innate immunity regulation function in cluster 4 is massively downmodulated in the presence of AML, both in the osteolineage and endothelial cells (Figure 3G).

Parallel to cluster-tailored analysis, we also performed an unbiased analysis of the global transcriptome deregulation of leukemic BM niche components. We used the top altered genes in each stromal type (Table S3) to reveal specific deregulation patterns estimated as hidden features from the data (Figure S4A). These deregulation patterns were either specific or shared across cell types, uncovering potential stromal relationships in the context of AML. We build a global map highlighting the top deregulated processes and their behavior across stromal types (Figure S4B). Notably, we find shared patterns across osteolineage and endothelial cells in terms of downregulated processes, such as ion transport, cell adhesion, and immune regulation. Interestingly, while the process of vascular morphogenesis is similarly downregulated in both endothelial and osteolineage niche components, the pro-angiogenic response is specifically upregulated in the endothelial compartment and downregulated in the osteolineage, suggesting different processes driven by the two stroma cell types. Similarly, we evidence several common clusters of upregulated processes across the mesenchymal components, including a pro-proliferative response, cell-matrix interaction, connective tissue degradation, and specific signaling pathways such as Notch, NfkB, Esr1, and Wnt. Overall, our analysis shows multiple injuries to the homeostatic balance upon human AML engraftment in the BM niche specific for a single cell type or involving multiple components and potentially associated to AML pathologic phenotypes (Figure S4B).

### Transcriptomic analysis at early time points unveils the progressive detriment of the BM mesenchymal niche in AML

Our data shed light on global molecular changes of the BM niche in the presence of fully established leukemia, in a disease setting mimicking the clinical scenario of patients at diagnosis. However, little is known about the dynamics of niche deregulation in the BM at early disease onset. To investigate whether any of the observed molecular changes could be detectable during the early onset of the disease, we used a recently developed system allowing identification and isolation of niche cells in close proximity with leukemia via transfer of a soluble fluorescent lipid-permeable mCherry (sLP-mCerry) marker (Ombrato et al., 2019, 2021), thus allowing molecular studies of the niche at early stage of disease. We focused our attention on the most abundant component of the niche, Nestin^+^ mesenchymal cells (Nes^low^), due to the challenging low number of retrieved niche cells at early time points. Upon engraftment with human leukemic cells expressing the sLP-mCerry, we isolated cherry^+^ Nes^low^ (ch^+^) labeled early leukemic niche cells, and cherry^–^ Nes^low^ (ch^–^) cells present in the portion of the same BM, but not in contact with leukemic cells (Figures 4A and 4B). 

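For this RNA-seq experiment, the human AML cell lines HL60 and ML1 were made to release sLP-mCherry, a lipid-permeable red fluorescent protein that nearby cells take up. The mice were NSG mice, an immunodeficient strain that accepts human blood cells, with green fluorescent protein under the control of Nestin. In total, 21 libraries of Nes low cells were analyzed here. Of these, 3 came from mice without leukemia (ctrl), 6 from ch+ cells and 6 from ch- cells at the early stage, and 6 from the late stage. Each leukemic group held 3 libraries from mice with HL60 and 3 from mice with ML1. The legend of Figure 4 gives 5 controls as the paper's number, and the further controls were not used here. For the ML1 late libraries, the treatment field of the sample labels describes mice without engraftment, whereas the titles, the time point field and the paper place these libraries in the late group, where they were kept. The labels do not say which ch+ and ch- libraries came from the same mouse.

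The authors aligned the reads to the mouse genome (mm10) with STAR, counted them per Ensembl gene with RSEM, normalized the counts by the median of ratios and regularized them in DESeq2. The paper's methods name a log10 transformation. The deposited values ranged from −2.33 to 22.44, and the highest would be an impossible number of reads on a log10 scale, so they were read as log2 values. Whole reads could not be recovered from them. The depth of each library is therefore unknown, and no counting interval or detection limit can be given for a gene. The regularization pulls weakly expressed genes toward their mean: the median SD across libraries was 0.59 for genes with a mean from 4 to 6 and 0.04 for genes with a mean from −2 to 0, so that changes of weakly expressed genes are understated.

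Summed after conversion from the log2 scale, the values came to 11.9 to 14.2 (in megacounts of normalized signal, median 12.8) per ctrl library. The sums were 11.2 to 12.7 in early ch+ libraries (median 12.4), 12.3 to 14.7 in early ch- libraries (median 13.7) and 7.27 to 9.02 in late libraries (median 7.93). These sums are normalized signal and not read depth. CT010467.1 (ENSMUSG00000106106), an rRNA gene on chromosome 17 of GRCm38 from 39846353 to 39848827, had the highest value in every library. It held 29.7% to 34.2% of the sum in ctrl libraries and 16.8% to 26.2% in late libraries. Across the tested genes, Pearson's r between libraries of the same group was 0.938 to 0.948 in ctrl, 0.940 to 0.956 in ch+, 0.935 to 0.959 in ch- and 0.948 to 0.976 in late.

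Of the 26852 genes, the 12976 with a mean of at least 3.32, which is 10 normalized counts on the log2 scale, were tested. All 21 libraries entered a single limma fit of 4 groups without further terms, and HL60 and ML1 were pooled within each group as in the paper. Genes with a Benjamini-Hochberg adjusted p-value under 0.1, the paper's threshold, are called deregulated, and all tests were two-sided.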

We compared the transcriptomic profile of ch^+^ Nes^low^ cells from the early niche (1%–10% engraftment, “early”) and Nes^low^ cells from heavily engrafted mice (70%–80% engraftment, “late”), a time point where all cells are in contact with leukemic cells. We observed that a big proportion of the AML-dependent molecular changes highlighted at a late time point were already present in the early niche. For instance, 40% of the genes deregulated in late Nes^low^ cells were also significantly deregulated in early ch^+^ Nes^low^ cells (Figures 4C, 4D, and S5), while only the 0.05% of them were altered in ch^–^ Nes^low^ cells (Figure 4D). This highlights the great potential of this approach to achieve specific physical isolation of the early niche in contact with AML cells. 

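Against ctrl, 2795 genes were deregulated in late Nes low cells, of which 1321 were higher and 1474 lower, with a median absolute log2 fold change of 1.05. In early ch+ cells, 800 genes were deregulated (443 higher and 357 lower), and in early ch- cells 249 genes (147 higher and 102 lower). Compared directly, late and early ch+ cells differed in 2555 genes, 1140 higher and 1415 lower in late. Of these counts, those that involve late were moved most by rescaling each library to the mean library total. This gave 8302 deregulated genes in late, 93.8% of them higher against 47.3% with the values as deposited, because it moved the median log2 fold change of all tested genes from 0.02 to 0.71. It kept 1837 of the 2795 genes in the same direction. The early counts against ctrl were moved more by a stricter threshold than by this rescaling. The count in ch- cells rests in part on single controls, since it fell to 136 genes without ctrl replicate 374 and to 136 without ctrl replicate 375.

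Across the 12976 genes, the log2 fold changes in late and in early ch+ cells had a Pearson's r of 0.546 and a Spearman's rho of 0.593. For late and early ch- cells r was 0.513 and rho 0.552, and for ch+ and ch- cells r was 0.623 and rho 0.601. Genes are not independent replicates, and these comparisons share the same 3 control libraries. In 100 simulations in which no group differed from another, the shared controls alone gave an r between late and ch+ of 0.489 to 0.832 with a median of 0.656, and 94 of the 100 were as large as the measured r. In 100 simulations that kept the late changes and left the early groups without a change, r ranged from −0.03 to 0.60 with a median of 0.31, and 2 of the 100 were as large. Both kinds of simulation reused the spread of the libraries about their group mean, which in late includes the difference between HL60 and ML1. This can move the simulated r.

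Among the 2795 genes deregulated in late, 85.3% had a log2 fold change of the same sign in early ch+ cells and 81.1% in early ch- cells. The simulations without an early change gave at most 70.7% for ch+ and 72.3% for ch-. The median ratio of the early to the late log2 fold change of these genes was 0.384 in ch+ and 0.266 in ch- cells.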

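Of the genes deregulated in late Nes low cells, 522 were also deregulated in early ch+ cells, a share of 18.7% (95% Wilson interval 17.3% to 20.2%). They moved in the same direction as in late for 473 genes and in the opposite direction for 49. In early ch- cells, 155 of the late genes were deregulated, a share of 5.55% (95% Wilson interval 4.76% to 6.46%), 141 of them in the same direction as in late. Deregulation in both early groups was found for 82 of the late genes. The intervals treat genes as independent and cover counting error only. Adjusted over the list alone, that is over the late genes, 980 genes or 35.1% were deregulated in ch+ and 367 genes or 13.1% in ch-. This adjustment is not independent evidence, since the list was chosen with the same control libraries.

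In the simulations that kept the late changes without an early change, the share was at most 0.337% in ch+ and 0.451% in ch-. These simulations varied the controls at random only, so they cannot exclude a batch that sets the controls apart from all other libraries. The adjustment over the late genes alone gave the highest shares among the alternatives, and rescaling each library to the mean library total the lowest, 6.94% in ch+ and 1.58% in ch-. With each library left out in turn, the share in ch+ stayed between 15.0% and 21.0%. The share in ch- ranged from 3.62% without ctrl replicate 375 to 6.51% without late replicate 582, and it was 3.70% without ctrl replicate 374.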

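Early ch+ and ch- cells were also compared with each other, which needs no control library. This gave 812 deregulated genes, 464 higher and 348 lower in ch+ cells. The strictest alternative, which also required an absolute log2 fold change of at least 1, left 385 of them. When each library was left out in turn, 676 to 844 genes were deregulated. The comparison gave 478 genes with HL60 libraries alone and 460 with ML1 libraries alone, of which 375 and 379 were also deregulated with both lines. Of the 800 genes that separated ch+ from ctrl, 329 also separated ch+ from ch-, and 328 of these moved in the same direction in both comparisons. Both comparisons use the same ch+ libraries, which favors the same direction.

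Of the genes deregulated in late, 412 or 14.7% differed between ch+ and ch- cells, 258 of them in the direction of the late change, and 189 genes moved in the same direction in late, in ch+ against ctrl and in ch+ against ch-. Across all tested genes, the log2 fold changes of late against ctrl and of ch+ against ch-, which share no library, had a Pearson's r of 0.146 and a Spearman's rho of 0.154. When the 12 early libraries were split at random instead, 13 of 100 splits, the real one included, gave an r as large in size. From the larger share of late genes in ch+ than in ch- cells, the paper concludes that this approach has great potential to isolate specifically the early niche in contact with AML cells.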

Our analysis allowed the identification of a large set of genes and pathways (Figures 4D, 4E, and S5) deregulated in the early crosstalk between mesenchymal cells and leukemia, which represent strong candidates as potential biomarkers for early AML diagnosis or targets for the rescue of the pathological phenotypes associated with the mesenchymal niche.

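Of the 473 genes deregulated in the same direction in late and early ch+ cells, 299 had every late and every ch+ library beyond every ctrl library. The 5 with the largest mean change in each direction are given here. Ranbp17 (ENSMUSG00000040594, chromosome 11 of GRCm38 from 33211795 to 33513746) had a log2 value of 4.88 ± 0.53 (SD, n = 3) in ctrl, 6.27 ± 0.64 (n = 6) in ch-, 6.61 ± 0.71 (n = 6) in ch+ and 7.56 ± 0.45 (n = 6) in late. Its log2 fold change was 1.73 in ch+ (standard error 0.39, adjusted p = 0.00715, limma) and 2.67 in late (adjusted p = 9.29e-06). Sh3rf3 (ENSMUSG00000037990, chromosome 10), Zbp1 (ENSMUSG00000027514, chromosome 2), Hcar2 (ENSMUSG00000045502, chromosome 5) and Maff (ENSMUSG00000042622, chromosome 15) rose by 1.26 to 1.56 in ch+ and by 2.08 to 2.92 in late. All but Zbp1 were also deregulated in ch- cells against ctrl (Ranbp17 1.38, Sh3rf3 1.33, Hcar2 1.77 and Maff 1.80), and none of the 5 differed between ch+ and ch- (log2 fold changes from −0.51 to 0.82). Single controls decide 3 of the ch+ calls: Zbp1 lost its call without ctrl replicate 375 (log2 fold change 0.92), Hcar2 without ctrl replicate 373 (1.14) or 374 (1.12), and Maff without ctrl replicate 373 (1.31).

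Among the genes with lower values, Col9a1 (ENSMUSG00000026147, chromosome 1 from 24177610 to 24252684) had 11.07 ± 0.66 (SD, n = 3) in ctrl, 10.16 ± 0.70 (n = 6) in ch-, 6.43 ± 1.78 (n = 6) in ch+ and 7.19 ± 1.15 (n = 6) in late. Its log2 fold change was −4.64 in ch+ (standard error 0.69, adjusted p = 6.14e-05, limma), −3.87 in late and −3.74 in ch+ against ch- (adjusted p = 3.28e-05). Col9a3 (ENSMUSG00000027570, chromosome 2), Matn3 (ENSMUSG00000020583, chromosome 12) and Cnmd (ENSMUSG00000022025, chromosome 14) changed by −4.39 to −4.25 in ch+, by −4.16 to −3.60 in late and by −3.57 to −3.21 in ch+ against ch-. AY036118 (ENSMUSG00000105361), a lincRNA at 39847113 to 39848035 on chromosome 17, had 15.43 to 19.01 in ctrl, 15.30 in ch- replicate 544 and at most 1.87 in the other 17 libraries. It lies within the rRNA gene CT010467.1 on the same strand, so its reads cannot be assigned with certainty.

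Nes itself did not change, with a log2 fold change of −0.09 in late (standard error 0.27, adjusted p = 0.880, limma) and −0.10 in ch+ (adjusted p = 0.899). Both had positive values in some fits with a library left out (−0.22 to 0.03 and −0.23 to 0.04). The sorting markers were Pecam1, with −0.72 in late (standard error 0.33, adjusted p = 0.152), deregulated only without late replicate 399 (−0.87) among the fits with a library left out, and Ptprc, which encodes CD45, with 2.23 in ch+ (standard error 0.50, adjusted p = 0.00629). Ptprc changed by 1.65 in ch- (adjusted p = 0.120, limma), by −0.13 in late and by 0.59 in ch+ against ch- (adjusted p = 0.527). Ly76 has no entry under that name.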

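Gene lists fixed beforehand, 9 with cell type or proliferation markers and 14 with genes named in the paper or chains of a family, were tested in 5 comparisons, which makes 115 tests. With the preset correlation of limma's camera, 78 had an adjusted p-value under 0.1, of which 65 held under fry and 49 under an estimated correlation. An exact permutation test of the mean log2 value of each list, chosen after seeing the data, called 73. Its smallest possible p is 0.0119 for 6 libraries against 3 and 0.00216 for 6 against 6, or 0.0236 and 0.0138 after adjustment over the 115 tests.

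Chondrocyte markers (12 genes tested, 6 of them also in Figure 4D) averaged 11.41 ± 0.46 (SD, n = 3) in ctrl, 10.62 ± 0.55 (n = 6) in ch-, 8.03 ± 0.99 (n = 6) in ch+ and 7.89 ± 1.09 (n = 6) in late. Their mean log2 fold change was −3.38 in ch+, −3.52 in late and −2.59 in ch+ against ch-, each at the smallest p. Smooth muscle markers (11 genes, 6 also in Figure 4D) changed by −1.89 in ch+, −0.97 in late and −1.45 in ch+ against ch-, again at the smallest p. In ch- against ctrl, chondrocyte markers changed by −0.78 (exact permutation p = 0.0833) and smooth muscle markers by −0.44 (exact permutation p = 0.0952, and −0.26 without ctrl replicate 374). Camera at the preset correlation called both lists (adjusted p = 0.00069 and 0.00225), while fry and an estimated correlation did not. Osteoblast markers changed by −2.14 in late (exact permutation p = 0.0238) and by −0.43 in ch+ (0.0119), where fry did not call them. The late values pool unlike lines: with HL60, osteoblast markers were 2.02 and chondrocyte markers 1.89 higher than with ML1. Markers of CAR cells (CXCL12-abundant reticular cells) rose by 1.06 in late and 0.67 in ch+ (both at the smallest p), and proliferation genes fell by 0.90 in late.

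Markers of blood and red cells were higher in both early groups. The 9 blood cell markers averaged 4.14 ± 0.63 (SD, n = 3) in ctrl, 7.18 ± 0.47 (n = 6) in ch-, 7.24 ± 0.56 (n = 6) in ch+ and 3.47 ± 0.22 (n = 6) in late, and 5 of them are also among the innate immunity genes of cluster 4. The 7 red cell markers averaged 5.19 ± 0.42 in ctrl, 8.83 ± 0.24 in ch-, 8.89 ± 0.57 in ch+ and 3.65 ± 0.14 in late. Between ch+ and ch- cells they differed by 0.06 (exact permutation p = 0.823) and 0.07 (p = 0.801). Comparisons of either early group with ctrl therefore include this signal, and the comparison of ch+ with ch- does so equally in both groups. Endothelial markers did not change (0.17 in ch+, exact permutation p = 0.286).

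Of the clusters shown in Figure S5, innate immunity genes of cluster 4 rose by 2.37 in ch+ and 2.34 in ch- (exact permutation p = 0.0119 for both) and changed by −0.11 in late. Mitochondrial genes of cluster 7 rose by 0.83 in ch+ and 0.89 in ch- (exact permutation p = 0.0119 for both). Their change of −0.25 in late turned to 0.44 when each library was rescaled to the mean library total. This is still below the median of all tested genes, which was then 0.71. Matrix and osteolineage genes of cluster 1 changed by −1.46 in late and −0.27 in ch+ (exact permutation p = 0.0238 for both). In late, these genes were 1.37 higher with HL60 than with ML1. Cartilage genes of cluster 3 changed by −3.12 in late and −3.69 in ch+, skeletal muscle genes of cluster 3 by −1.04 and 2.04, smooth muscle genes of cluster 5 by −0.97 and −2.16, neuronal genes of cluster 6 by 0.59 and 0.02, endothelial genes of cluster 2 by −0.14 and −0.03, and the MSC signature genes by 0.74 and 0.53. The late value of the skeletal muscle genes ranged from −1.48 to −0.50 with a library left out. Camera did not call it (adjusted p = 0.172), while the exact permutation p was 0.0119.

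**Figure D1:**
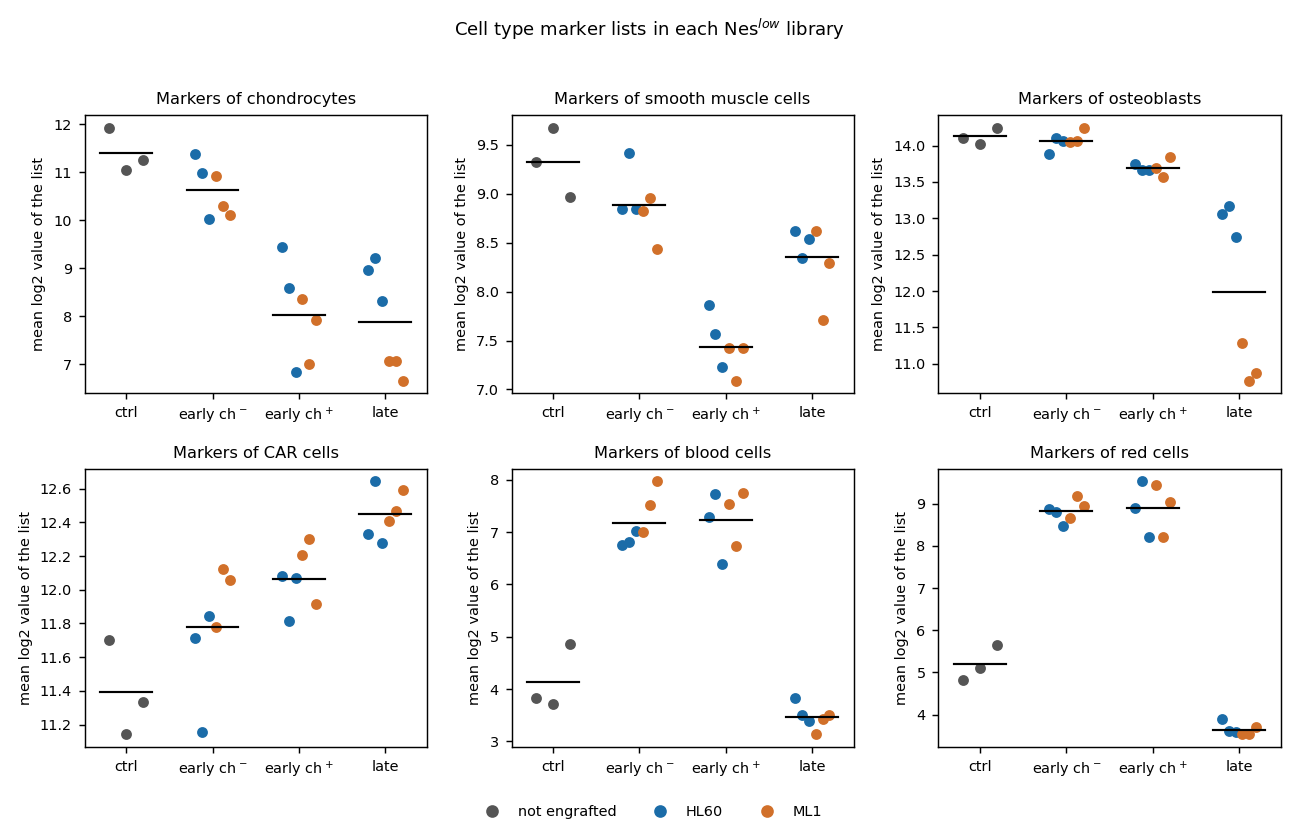
Mean log2 value of the tested genes of 6 cell type marker lists in each of the 21 Nes low libraries, by group, with a bar at the group mean and the color of the point giving the cell line. Chondrocyte markers average 8.03 in ch+ and 10.62 in ch- libraries, and blood cell markers average 7.24 in ch+, 7.18 in ch- and 4.14 in ctrl.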

**Figure 4:**
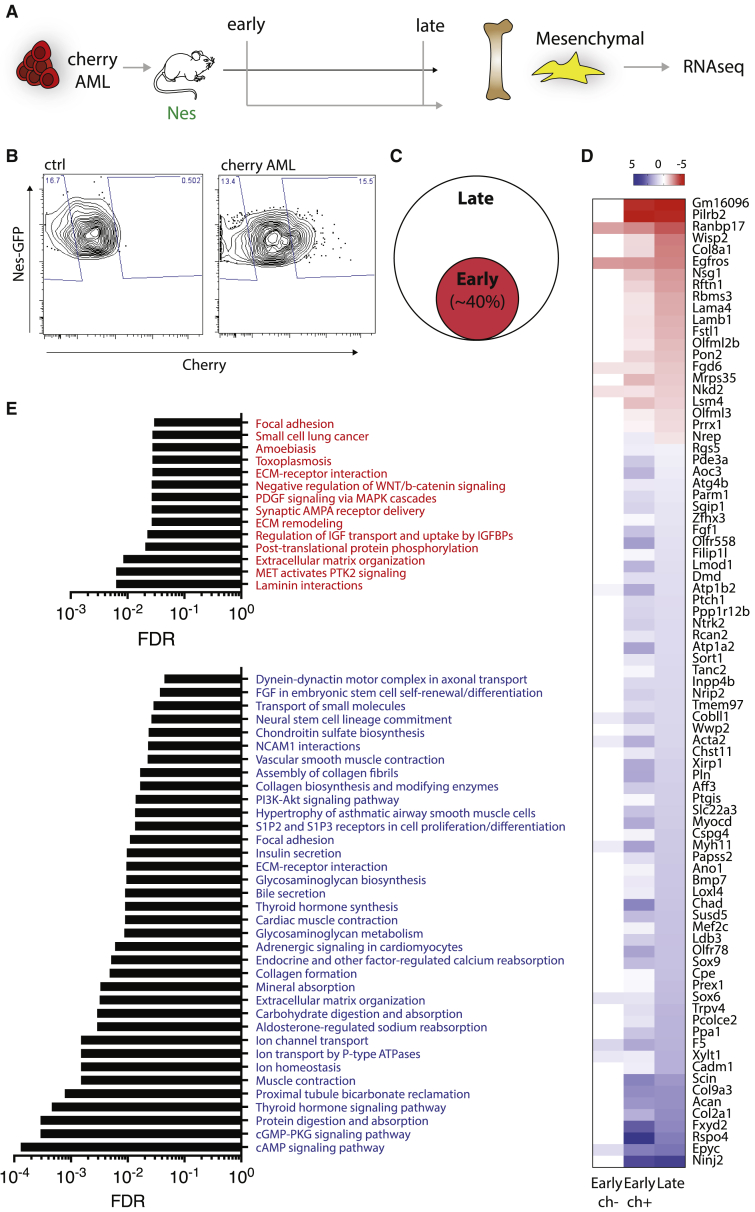
Progressive detriment of the BM mesenchymal niche in AML (A) Schematic representation of the experimental setup. Nes^low^ mesenchymal stromal cells were isolated from the BM of Nestin^GFP^-NSG mice xenografted with human cherry^+^-AML cell lines at early and late time points of leukemic engraftment. FACS-sorted populations were analyzed by RNA-seq. Ctrl n = 5; AML early ch^+^ n = 6; AML early ch^–^ n = 6; AML late n = 6. (B) Flow cytometry profile of Nes^low^ cells from control mice or mice engrafted with human cherry^+^-AML cell lines at an early time point. (C) Pie chart showing the proportion of late deregulated genes also deregulated at early time points. (D) Heatmap showing the top transcripts deregulated in both the early and late stage of leukemic development in the mesenchymal niche. (E) Top upregulated (red) and downregulated (blue) processes in the early stage of leukemic engraftment in the mesenchymal niche. See also Figure S5.

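The heatmap of Figure 4D names 83 transcripts, 21 drawn in red and 62 in blue in its late column. With the filter on low values, 78 of them were tested. In late cells, 75 were deregulated against ctrl, 18 of the 19 tested red ones higher (median log2 fold change 1.65) and 57 of the 59 tested blue ones lower (median −1.69). In early ch+ cells, 63 were deregulated, and Nrep (ENSMUSG00000042834) was the one that moved against late, with −0.84 in ch+ (standard error 0.23, adjusted p = 0.0359, limma) and 0.69 in late (adjusted p = 0.0409). The medians in ch+ were 0.73 for red and −1.63 for blue transcripts.

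In early ch- cells, 4 were deregulated: Ranbp17 (1.38, adjusted p = 0.0811, limma), Egfros (1.43, adjusted p = 0.0823), F5 (−1.51, adjusted p = 0.0512) and Xylt1 (−0.96, adjusted p = 0.0971). These calls rest on single libraries, since 0 to 5 transcripts were deregulated with each library left out in turn, 0 of them without ch- replicate 529 or 544. Adjusted over the list alone, the counts were 78 in late, 75 in ch+ and 13 in ch-, which is not independent evidence because the study chose the list on these samples. Most of the ch- changes had the same sign as in late, 18 of 19 red and 57 of 59 blue transcripts, with medians of 0.34 and −0.45. The shared controls and the choice of the list favor the same sign, and no value without an early change was simulated for this list. Between ch+ and ch- cells, 49 of the 78 were deregulated, 6 red ones higher and 43 blue ones lower.

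The largest change in ch+ among the tested blue transcripts was −4.39 (Col9a3), and Chad (ENSMUSG00000039084) changed by −4.02 (standard error 0.62, adjusted p = 0.000105, limma). Of the contractile genes, Acta2 (ENSMUSG00000035783) changed by −2.67 in ch+ and −1.49 in late, and Myh11 (ENSMUSG00000018830) by −2.97 and −1.95. When each library was rescaled to the mean library total, 2 of the 57 deregulated blue transcripts changed sign in late, Rgs5 from −0.66 to 0.03 and Aoc3 from −0.66 to 0.03. The median of all tested genes moved to 0.71, so that both stayed below it. The rescaling shifts every gene of a comparison alike. Pde3a (−0.64 in late, not deregulated) lies nearer to 0 than both and therefore changed sign too. Of the late calls, 43 of the 57 blue ones and all 18 red ones held.

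**Figure D2:**
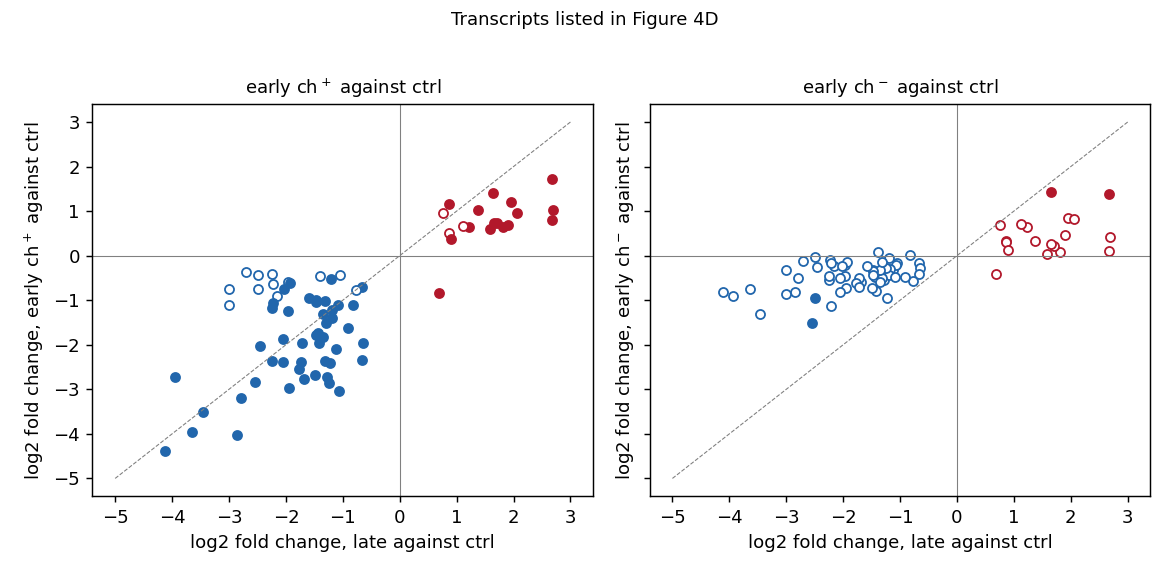
Log2 fold change against ctrl of the 78 tested transcripts of Figure 4D, early ch+ (left) or early ch- (right) on the vertical axis and late on the horizontal axis. Color follows the late column of Figure 4D, filled points have an adjusted p-value under 0.1 in the early comparison (63 in ch+ and 4 in ch-), and the dashed line marks equal change. With each library rescaled to the mean library total, Rgs5, Aoc3 and Pde3a change sign in late but stay below the median of all genes.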

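The values behind several processes of Figure 4E can be followed through their genes. Among the 9 tested laminin chains, Lama4 (ENSMUSG00000019846) rose in ch+ cells by 0.65 (standard error 0.16, adjusted p = 0.0175, limma) and Lamb1 (ENSMUSG00000002900) by 0.73 (adjusted p = 0.0158), while Lama5 (ENSMUSG00000015647) changed by −0.85 (adjusted p = 0.0541). As a list, laminin chains changed by 0.22 in ch+ (exact permutation p = 0.179), by 0.25 in ch- (exact permutation p = 0.0952) and by 0.50 in late (exact permutation p = 0.0238), where 6 chains were deregulated. Rescaling each library to the mean library total kept all 3 ch+ calls and 4 of the 6 late calls, and no chain that was deregulated changed sign.

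Of the 37 tested collagen chains, 12 were deregulated in ch+ cells, none in ch- cells (16 higher and 21 lower than ctrl), and 26 in late. In ch-, Col2a1 was called in fits of the compared groups alone and with the lines averaged. The chains went both ways. Col4a1 (ENSMUSG00000031502) rose by 0.59 (standard error 0.15, adjusted p = 0.0229, limma) and Col4a2 (ENSMUSG00000031503) by 0.52 in ch+, and by 1.62 and 1.27 in late. Col2a1 (ENSMUSG00000022483) changed by −2.72 in ch+ (adjusted p = 0.00015) and −3.94 in late, and Col10a1 (ENSMUSG00000039462) by −3.12 and −2.96. Col1a1 and Col1a2 changed by −2.92 and −2.72 in late but were not deregulated in ch+ (−0.54 and −0.49). Their late values pool unlike lines, since HL60 late libraries were higher than ML1 late libraries by 2.50 (Col1a1) and 2.26 (Col1a2). The mean over all collagen chains was −0.65 in ch+ (exact permutation p = 0.0119), −0.96 in late and −0.55 in ch+ against ch- (exact permutation p = 0.00649). With library totals rescaled, 24 of the 26 late calls and all 12 ch+ calls held.

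For ion transport by P-type ATPases, Atp1b2 (ENSMUSG00000041329), which belongs to the transcripts of Figure 4D, changed by −2.72 in ch+ (standard error 0.22, adjusted p = 1.73e-09, limma) and by −2.16 against ch-. Atp1b3 was deregulated in late only (−1.70 against −0.22 in ch+). The list of Na+/K+ ATPase subunits changed by −1.01 in ch+ (exact permutation p = 0.0119), by −0.27 in ch- (exact permutation p = 0.190) and by −0.74 in ch+ against ch- (exact permutation p = 0.00216).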

### The BM secretome of patient-xenografts provides a reservoir of potential direct mediators of AML pathogenesis

Our transcriptomic data unravel molecular insights into the response of the BM niche to the presence of AML, but how much of this response derives from a direct crosstalk is unclear. To gain insight into changes in the BM milieu upon human AML engraftment, we performed a proteomic analysis of the BM secretome in AML xenografts (Figure 5A). Although we observed a certain degree of heterogeneity among AML samples, possibly linked to genetic diversity in our cohort (Figure 5B; Table 1), we identified a large common secretome signature within the AML cohort (Tables S4 and S5). We focused our attention on the top commonly deregulated proteins and processes and validated their translational impact by comparing our dataset to recently published proteomics data retrieved from healthy donors and AML patients, as well as to a large cohort of patient-derived transcriptomic dataset (Bagger et al., 2016; Çelik et al., 2020). We observed a broad correspondence between xenograft and human patients’ data, with more than 30% overlap (Figure 5C; Table S4). Among the top deregulated pathways validated with human data, we found as expected AML associated signaling such as the RAF/MEK/ERK and PI3K/AKT cascades; interestingly, we observed upregulation of proteins involved in the RET signaling (Epiregulin, Gfra-1, Shp-2), recently highlighted as a mediator of normal HSC maintenance and expansion (Grey et al., 2020). We also found increased production of proteins involved in the interaction with the extracellular matrix (Osteonectin, Thrombospondin-1, Fibronectin, a1-Antitrypsin). The downmodulated pathways are largely related to the immune function, with decreased dendritic cell chemotaxis (Cxcl5, Cxcl9, Ccl5), immunoregulatory function and cytolysis (Granzyme H, MICB, Granulysin, Ilt-2, CD48). Interestingly, the clotting cascade and platelet activation pathways are also downregulated (Tfpi, Dtk, KLKB1, Prekallikrein, a2-Antiplasmin, Coagulation Factor X; Figure 5D; Table S4).

**Figure 5:**
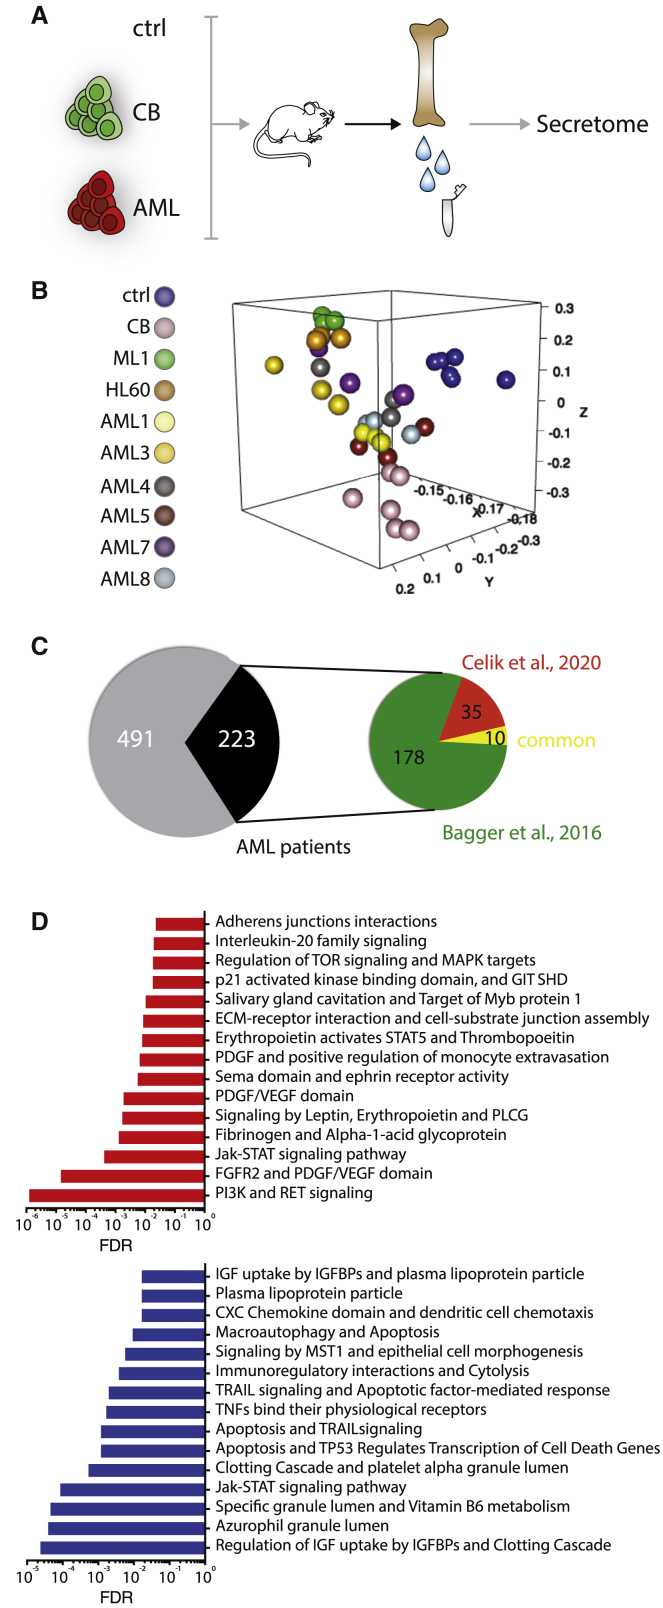
The BM secretome in AML patient xenografts (A) Schematic representation of the experimental design. BM extracellular proteins were isolated from NSG mice non-transplanted (ctrl) or xenografted with healthy hematopoietic cells (CB) or human AML (AML; see Table 1 for details), and BM secretome was analyzed on a SOMAscan array. (B) 3D PCA showing similarities in protein expression profiles between samples. Each dot represents an experimental replicate. (C) Pie chart showing the number of deregulated proteins validated with comparison with depicted human datasets. (D) Top processes specifically upregulated (red) and downregulated (blue) in AML xenografts BM secretome compared to ctrl and validated on human data. See also Tables S4 and S5.

### Integration of niche transcriptome and BM secretome predicts molecular nodes involved in niche alteration in AML

To predict direct interactions responsible of the BM niche and AML crosstalk, we integrated the secretome and transcriptome data. Ligand-receptor analysis allowed the identification of upregulated and downregulated nodes of interaction between the BM *milieu* and niche components (Figure S6). The interactome showing ligand-receptor pairs involved in specific pathways is summarized in Figure 6A and can be explored at https://giovannidiana.github.io/integratedomics/. Overall, we noticed a peculiar dual distribution of signaling pathways between the osteo-endothelial niche and the mesenchymal components (Figure 6A). Among the others, we noticed an interesting combination of pro- and anti-angiogenic cues associated to multiple stromal types, suggesting distinct local regulation (Figure 6B). Interestingly, several signaling mediators of the complement and coagulation cascade as well as platelet activation and hemostasis are downregulated (Figure 6C), in line with clinical reports pointing at bleeding disorders and thrombocytopenia in AML patients (Del Principe et al., 2017; Balmages et al., 2018; Ahrari et al., 2019; Just Vinholt et al., 2019). On the immune side, increase in chemokines involved in monocyte chemotaxis is predicted to interact with the deregulated mesenchymal niche (Figure 6D), while reduced mediators associated to neutrophil function are connected to the osteo-endothelial niche (Figure 6E), the compartment mostly involved in the regulation of innate immunity under homeostasis according to our cluster analysis (Figure 2A, 3B, and 3G). In conclusion, our integrated sequencing data with the BM secretome of AML xenografts allowed the identification of specific signaling nodes as candidate mediators of stromal alteration in human AML.

**Figure 6:**
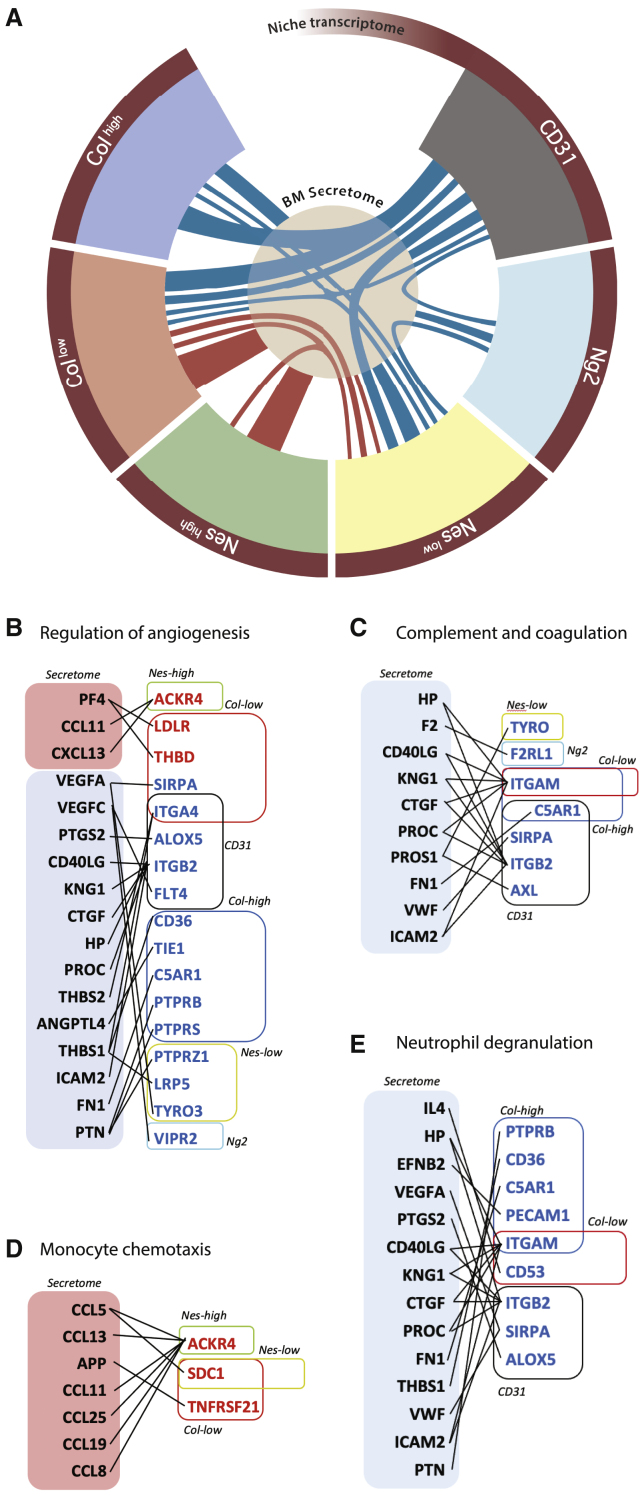
Integration of niche transcriptome and BM secretome (A) Graphic map of the ligand-receptor interactome between distinct niche components and the BM secretome. The thickness of the connecting lines is proportional to the number of interactions. (B–E) Sketch graphs of upregulated (red) and downregulated (blue) predicted ligand-receptor interactions between BM secretome and niche transcriptome. See also Figure S6 and dynamic figure https://giovannidiana.github.io/integratedomics/

## Discussion

The BM microenvironment has gathered increasing attention over the last years. Far from being a simple monolayer of supportive cells, the “hematopoietic niche” has revealed a high degree of complexity when studied *in vivo* with functional genetics (Crane et al., 2017; Wei and Frenette, 2018). Several markers have been proposed to label specific supportive niches within the tissue. Nevertheless, the high degree of overlap between these markers have only recently been evidenced by us (Figures 1 and S1) and other groups in the field (Coutu et al., 2017). The advent of high-throughput sequencing techniques now allows the molecular characterization of these cells with unprecedented precision (Tikhonova et al., 2019; Baryawno et al., 2019; Baccin et al., 2020). Our data covering the transcriptome of the bone-marrow niche at high sequencing depth contribute to fill these gaps by providing a large repository of potential markers to better define specific cell populations (Figures 2 and S2). Among the others, of high interest is the Nes^high^ population, known for a long time but not studied in detail. Despite sharing some features with the other cell of mesenchymal origin, these cells appear strikingly different at the molecular level under homeostatic condition, highly expressing genes involved in RNA processing and translation (Figures 1 and 2). This peculiar feature could explain the ability of Nes^high^ cells to rapidly adapt to a modified environment in the presence of leukemia and overcome the disrupted functions of other cell components (Figure 3), thus opening new perspective to deepen our knowledge on the nature and function of these cells. Moreover, we have also evidenced a remarkable association between the osteolineage and endothelial compartments, sharing specific functions in the regulation of tissue homeostasis and responding to leukemia insult as a highly connected unit (Figures 2, 3, and 6). A tight proximity between a specific type of endothelial cells and the bone surface has been previously evidenced, with a prominent role in regulating angiogenesis, osteogenesis, and matrix remodeling (Kusumbe et al., 2014; Langen et al., 2017). Our analysis allowed the prediction of the local mutual interaction between these two compartments, further identifying a potential role in the regulation of innate immunity.

The presence of AML dramatically impacts on niche homeostatic function, as shown by our cluster-tailored analysis. Moreover, we highlighted that a pathologic crosstalk exists not only between AML and different niche cells but also within niche fractions. These intra-stroma interactions add another layer of complexity but also new potentials for drug interventions. The rebound of this extensive tissue deregulation on leukemia progression and normal hematopoiesis has only started to be addressed (Passaro et al., 2017; Duarte et al., 2018), and our data open novel paths for further studies of great relevance to the field. At our knowledge, no methods are available to date to isolate the living leukemic niche at single-cell resolution and at early time points of the disease. Laser-microdissection (Pacheco et al., 2018) or pipette aspiration (Silberstein et al., 2016) methods in bones have proved to have several limitations, notably poor resolution, age constraints, as well as the requirement for complex systems and technologies. The painting tool we have used (Figures 4 and S5) was designed to detect the early metastatic niche in lung cancer with wide-range flow cytometry techniques (Ombrato et al., 2019), and we have proved its applicability to isolate and study living hematopoietic niche cells at an early stage of leukemia dissemination in comparison to full-blown disease, producing data with great potential of unravel early mechanisms responsible for the progressive alteration of the leukemic niche.

The data presented in this work provided a large omics repository of the environment of immunodeficient mice. Despite the profound immunological defects of this model, it is widely used to produce impactful insights in the field of tumor xenografts, including the leukemic microenvironment (Abarrategi et al., 2018; Medyouf, 2017). Moreover, our results showing no major differences between our niche components and the functional clusters defined in immunocompetent mice in homeostasis (Tikhonova et al., 2019; Baryawno et al., 2019; Figure S1) as well as similarity between the deregulated proteomic signature in our xenotransplant model to the one reported in AML patients (Figure 5) endorse the validity of the xenograft model to study the non-hematopoietic BM microenvironment. Nevertheless, we recognize a certain number of limitations, notably the lack of the adaptive immune system. While the impact of AML on the immune environment has been recently addressed in patients (van Galen et al., 2019), very little is known about the non-hematopoietic niche at the molecular level in the human BM. It remains thus necessary to move these molecular studies a step forward in the translation process, by sequencing the human BM niche in its entirety and identifying specific markers to label functional environmental components in the regulation of normal and malignant hematopoiesis.

AML is a dreadful disease and in most cases is extremely difficult to treat in an efficient manner. There is a constant effort from the scientific community to try and identify novel therapeutic strategies tailored on specific subgroups, which offer promising results (Konopleva et al., 2016; Tomlinson et al., 2019; Perl, 2019; Roboz et al., 2020). We and others (Passaro et al., 2017; Duarte et al., 2018; Guarnerio et al., 2018; Battula et al., 2017; Tabe et al., 2017) have provided strong evidence that the microenvironment is an additional active part of the leukemic unit. Thus, our approach analyzing the bone-marrow environment in response to AML patients’ samples derived from different subgroups allows the identification of common pathologic hallmarks of the niche in AML disease, with a great potential to serve as a repository of biomarkers and therapeutic avenues. Further studies using similar approaches could follow to dive into differences between AML subgroups and draw subgroup-tailored deregulation maps in the microenvironment, which could serve as potential targets for personalized medicine.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT OR RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

CD45 30-F11 1 in 400 Mouse	eBioscience	45-0451-82
TER119 Ter-119 1 in 400 Mouse	eBioscience	12-5921-82
CD31 390 1 in 400 Mouse	eBioscience	25-0311-82
EasySep Human CD34 Positive Selection kit	StemCell Technologies	17856
EasySep Human CD45 Positive Selection kit	StemCell Technologies	100-0105
EasySep Mouse CD45 Positive Selection kit	StemCell Technologies	18945
InVivoMAb anti-human CD3	Euromedex/ Bioxcell	BE0001-2

**Bacterial and virus strains**		

sLP–mCherry pRRL lentiviral backbone	Ombrato et al., 2019, 2021	N/A

**Biological Samples**		

See Table 1	N/A	N/A

**Chemicals, peptides, and recombinant proteins**		

DNase I	Sigma-Aldrich	D4527
Collagenase	Sigma-Aldrich	C0130
Dispase II	Sigma-Aldrich	D4693
Heparin	Sigma-Aldrich	H3149

**Critical commercial assays**		

SomaScan® Platform	Somalogic	https://lifesciences.somalogic.com/technology
Ovation® RNA-Seq System V2 kit (part No. 7102	Nugen	M01206 v9
RNeasy Mini kit	QIAGEN	74106

**Deposited data**		

RNA-sequencing data	Geo Bank	GSE148626
Secretome data	N/A	Table S5

**Experimental models: Cell lines**		

HL60	ATCC	Cell Service, The Francis Crick Institute
ML1	ATCC	Cell Service, The Francis Crick Institute

**Experimental models: Organisms/strains**		

NOD-SCID IL2Rg^null^ (NSG)	Jackson Laboratory	005557
NSG-NESTIN-EGFP	The original strain is a kind gift from Dr G. Enikolopov. Backcrossed to NSG background at the BRF, The Francis Crick Institute (generation 8)	N/A
NSG-NG2-DSRED	Original strain from Jackson Laboratory (008241). Backcrossed to NSG background at the BRF, The Francis Crick Institute (generation 8)	N/A
NSG-COL2.3-CFP	The original strain is a kind gift from Dr DW Rowe. Backcrossed to NSG background at the BRF, The Francis Crick Institute (generation 8)	N/A
NSG-OSX-CRE-GFP	Original strain from Jackson Laboratory (006361). Backcrossed to NSG background at the BRF, The Francis Crick Institute (generation 8)	N/A

**Software and algorithms**		

FACSDiva	BD	N/A
FlowJo	FlowJo	Version 9.9
CASAVA BCL to FastQ	N/A	Version 2.16
RSEM package	N/A	Version 1.2.29
STAR alignment algorithm	N/A	Version 2.5.1b
DESeq2 package	N/A	Version 1.22.2
R programming environment	N/A	Version 3.2.3
Bioplotr package	N/A	N/A
prcomp function	N/A	N/A
plot3d function from the rgl package	N/A	N/A
Pheatmap package on R	N/A	N/A
“limma” package	N/A	N/A
Density-based algorithm	Rodriguez and Laio, 2014	N/A
Model-based Bayesian method	Adapted from Diana et al., 2019	N/A
Dynamic figure of ligand-receptor interaction	https://github.com/giovannidiana/integratedomics	https://giovannidiana.github.io/integratedomics/

### Resource availability

#### Lead contact

Please contact Prof Dominique Bonnet, The Francis Crick Institute, Haematopoietic Stem cell laboratory, 1 Midland Road, NW1 1AT, London, UK; .

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

The accession number for the transcriptome sequencing data generated in this study are deposited on Geo bank (reference number: GSE148626). Protein array raw data are available in Table S5.

### Experimental model and subject details

#### Human primary samples

Umbilical Cord Blood (CB) samples were obtained from normal full-term deliveries after signed informed consent. AML samples used for xenografts were obtained after informed consent at St Bartholomew’s Hospital (London, UK). Details are listed in Table 1. The collection and use of all human samples were approved by the East London Research Ethical Committee (REC:06/Q0604/110) and in accordance with the Declaration of Helsinki. Mononuclear cells (MNCs) were isolated by centrifugation using Ficoll-Paque TM PLUS (GE Healthcare Life Sciences, Buckinghamshire, UK). For CB samples, the cells were processed within 24 hours following collection. Cells were enriched for CD34+, using an EasySep Human CD34 Positive Selection kit (StemCell Technologies, Vancouver, Canada) according to the manufacturer’s instructions, with a purity of 85 to 99%. T cells were depleted from all AML samples using the anti-CD3 mAb OKT-3 (West Lebanon, USA).

#### Mouse models

All animal experiments were performed under the project license (PPL 70/8904) approved by the Home Office of UK and in accordance to The Francis Crick institute animal ethics committee guidelines. Nestin-GFP (Mignone et al., 2004) mice were a kind gift from Dr G. Enikolopov. Col2.3-CFP (Visnjic et al., 2001) mice were a kind gift from Dr. DW Rowe. Osx-cre-Gfp (Rodda and McMahon, 2006) and Ng2-Dsred (Zhu et al., 2008) strains were purchased from Jackson laboratory. NOD-SCID IL2Rgnull (NSG) strains were also obtained from Jackson Laboratory, Bar Harbor, Maine, USA) and were bred at The Francis Crick Institute Biological Resources Facility in individually vented cages (IVCs) under Specific Pathogen Free (SPF) conditions. All reporter strains were backcrossed into the NSG background (generation 8 or more) at The Francis Crick Institute.

#### Cell lines

HL60 and ML1 cells were grown in RPMI1640. All cell lines were tested for mycoplasma prior to commencing experiments. HL60 came originally from ATCC (distributor LGC standards, UK), ML1 from European Collection of Authenticated Cell Cultures (ECACC) and were grown by our cell service at the Institute. Before using these lines, they were authenticated using the Short Tandem Repeat (SRF) profiling. All media were supplemented with 10% FBS and 1x Penicillin-Streptomycin and all reagents were from GIBCO®-Life Technologies (Paisley, UK). The sLP–mCherry sequence was produced and cloned into a pRRL lentiviral backbone as previously described (Ombrato et al., Nature 2019). Briefly, a soluble peptide (SP) and a modified TAT peptide were cloned upstream of the mCherry cDNA, under the control of a mouse PGK promoter. HL60 and ML1 cells were stably infected with sLP–mCherry lentiviral particles (MOI 10) and flow sorted 48 hours later to select the positive cells.

### Method details

#### AML and HSPCs transplantation assay *in vivo*

For xenografts assays, human AML cell lines (HL60, ML1; 2x10^6^), Okt3-treated AML patient-derived samples (2-8x10^6^) and healthy HSPC (1x10^6^) were transplanted into 8 to 12 week old unconditioned mice by i.v. injection. Each experimental cohort contained an equal number of male and female mice. BM engraftment was assessed by BM aspirate. Mice were euthanized when human engraftment was > 50% (or 1%–10% for early time point experiments), with an age of 13 to 20 weeks.

#### Bone marrow cell isolation

At the end of each experiment, animals were euthanized by cervical dislocation and the 6 rear bones collected in cold PBS. To retrieve BM niche cells, bones were dissected in small pieces of 2-3 mm diameter and incubated 20 min at 37 degrees in a HBSS digestion solution containing 2% FBS, DNase I (10 μg/ml), Collagenase (1 mg/ml), Dispase II (5 mg/ml) and Heparin (20 U/ml), all from Sigma-Aldrich, Gillingham, Dorset, UK. Bone pieces were next crushed with mortar and pestle in the same digestion solution and incubated at 37 degrees for 20 min. Cell suspension was then homogenized with a micropipette and filtered with a 100μ cell strainer. To retrieve BM extracellular proteins, the BM homogenized suspension was flushed into 100 ul PBS and spin at 300 g. Supernatant was collected and kept at −80 degrees until analysis.

#### Flow cytometry analysis and cell sorting

Flow cytometry analysis was performed using a Fortessa flow cytometer (BD Biosciences, Oxford, UK). Dead cells and debris were excluded from the analysis using 4,6, diamidino-2-phenylindole (DAPI) or SYTOX Green (ThermoFisher) staining. Cell sorting was performed using a FACS Aria SORP (BD Biosciences, Oxford, UK). Data were analyzed by FACSDiva (BD) or FlowJo (version 9.9) software. To sort BM niche cells, human and murine hematopoietic cells were excluded using an EasySep Human CD45 Positive Selection kit and a murine CD45 positive selection kit (Stem Cell Technologies, Vancouver, Canada) according to the manufacturer’s instructions, with a purity of 85 to 99%. Remaining cells were stained with hCD45 (2B11), mCD45 (30-F11), Ter119 (Ter-119) and mCD31 (390), all from eBioscience, and specific stromal cells were sorted in RNAeasy RTL buffer (RNeasy Mini kit, QIAGEN) based on the expression of CD31 or specific fluorescent reporters (GFP for Nestin and Osx; DSRED for Ng2; CFP for Col2.3; Cherry for labeled niche). Flow cytometry plots displayed in this manuscript represent one set of data points from at least 3 replicates.

#### Sample preparation for RNA-sequencing

RNA was extracted using RNeasy Mini kit (QIAGEN) following manufacturer instructions. The quality and concentration of total RNA were determined on Agilent 2100 Bioanalyzer using the Eukaryote Total RNA Pico Assay. Most of the total RNA has average RIN number 5-8, with a concentration at least 4 pg/μl. Some of the samples were concentrated on a speedvac without heat to obtain a final volume of 5 μl. 3.5 ng of Total RNA in 5 μL volume was used to generate cDNA synthesis with Nugen Ovation® RNA-Seq System V2 kit (part No. 7102). The resulting SPIA-cDNA were normalized to 100 ng in 15 μL based on Qubit DNA HS assay. Fragmentation was done using 8 microTUBE-15 AFA Beads Strip V2 (PN 520159) on Covaris E-series at setting 20%DF, 18W, 200 burst, 20C tempt, 120 s treatment time and no Intensifier. Only 10-30 ng in 10 μL of fragmented cDNA was used starting from the End Repair step of the Ovation® Ultralow Library Systems V2 (part No. 0344NB) protocol, with 10 cycles PCR. The RNaseq libraries were quality checked on Qubit DNA HS assay, Bioanalyser and Illumina Ecoreal QPCR followed by Illumina PE51 sequencing on Hiseq 2500 V3 reagents.

#### Samples preparation for secretome

Supernatants from processed bones were spin down to remove precipitates and cellular debris. Protein concentration was quantified using Bradford assay and quality assessed via gel electrophoresis. 20 μg of proteins was used to perform a broad-scale proteomic analysis (Somalogic, Boulder, CO, USA) using their aptamer-based technology to quantitatively evaluate proteins present in the bone marrow aspirate between control mice and mice engrafted with AML samples. The SomaScan® assay quantitatively transforms the proteins present in a biological sample into a specific SOMAmer-based DNA signal. A SOMAmer-protein binding step is followed by a series of partitioning and wash steps that converts relative protein concentrations into measurable nucleic acid signals that are quantified using DNA detection technology, which for the SOMAscan assay with over 1,300 SOMAmer reagents is by hybridization to custom DNA microarrays. Assay details are provided in Gold et al. (2010).

#### RNA-sequencing analysis methods

FastQ files were generated using CASAVA BCL to FastQ (version 2.16). Sequencing yield was typically ∼25 million strand-specific paired-end reads. The RSEM package (version 1.2.29; Li and Dewey, 2011) in conjunction with the STAR alignment algorithm (version 2.5.1b; Dobin et al., 2013) was used for the mapping and subsequent gene-level counting of the sequenced reads with respect to mm10 Ensembl genes downloaded from the UCSC Table Browser 15 on 14th April 2016 (Karolchik et al., 2004). The “–forward-prob” parameter was set to “0” and all other parameters were kept as default. Normalization was performed with DESeq2 package (median of ratios method) (version 1.22.2; Love et al., 2014) with subsequent regularization using log_10_ transformation. Differential expression analysis was then performed with the DESeq2 package under the R programming environment (version 3.2.3) (R Development Core Team, 2015). Genes with FDR < 0.1 were judged to be differentially expressed. Genes from each given pairwise comparison were ranked using the Wald statistic. To analyze the transcriptome of stromal components in human xenografts, dimensionality of gene expression from AML, CB and ctrl samples was reduced with the t-distributed stochastic neighbor embedding (tSNE) technique for 2D visualization using the plot_tsne function from the bioplotr package on R. A comparison analysis was then performed between AML and ctrl samples in order to obtain differentially expressed genes. This analysis was performed using the contrast function within DESeq2 package. Linear correlation coefficients were calculated for control (ctrl) samples and a sample distance heatmap was then obtained using the heatmap package under R environment. Dimensionality reduction analysis was performed using gene expression data from ctrl samples. Principal component analysis (PCA) was made by using the expression matrix of normalized and regularized genes using the prcomp function on R. The results were visualized on a 3D map using the plot3d function from the rgl package on R. Multiple comparison of stromal populations in control samples was performed within the DESeq2 computing environment. We performed pairwise comparisons of all stromal cell types generating fold changes of each gene in each comparison of stromal types. Significant genes included in cluster analysis were selected by requiring at least one significant fold change in the pairwise stromal comparison (adjusted p value lower than 0.05). Clustering of selected genes was performed by applying a density-based algorithm (Rodriguez and Laio, 2014) where peaks in the distribution of z-scored expression across stromal types are associated to cluster centers. The pipeline adopted for this analysis consists of (1) fast search of density peaks in the distribution of normalized counts, (2) assignment of genes to clusters (density peaks) and (3) exclusion of noisy genes located in regions of low density. Cluster compactness was quantified as the average Pearson’s correlation between the mean cluster profile and the z-scored profiles of genes within the cluster. To obtain insights on how different cell types mediate interactions among pathways we applied a force-based visualization technique. First, we built a bipartite network with two node types for stromal cells and relevant molecular processes and edges weighted by the interactions described above. Second, we run a standard under-damped dynamic with elastic attraction and electric repulsion among nodes to find their equilibrium configuration. In order to characterize ctrl cluster 2 into sub-clusters of genes enriched in specific BM endothelial functions a database from Langen et al. (2017) was downloaded and compared against genes present in cluster 2. This dataset divides endothelial cells into three main categories, sinusoidal endothelium cells (type L), specialized capillary subtype (type H), and specialized endothelial cell subtype (type E). A heatmap was obtained using the pheatmap package on R with the option ward.D2 as a clustering method on row scaled data. To characterize genes present in ctrl cluster 1 specific to MSC functions, we performed a meta-analysis in which gene expression of leptin-receptor-positive (Lepr+) mesenchymal stromal cells from Tikhonova et al. (2019) were joined to the gene expression of Nes^low^, Nes^high^, and Ng2 samples from our study. All datasets were joined in a matrix and normalized together using DESeq2. Normalization and regularization were done as described before obtaining gene expression data for the different cell types. Comparisons were done for those genes present in cluster 1 and a heatmap was performed using the heatmap package on R with the option ward.D2 as a clustering method on row scaled data. For the global transcriptome analysis, significantly deregulated genes sharing similar deregulation patterns between control and leukemic samples were classified into groups by applying a model-based Bayesian framework. Deregulation patterns were represented by vectors of length equal to the number of stromal types, with elements taking discrete values: 0 (non-significant regulation), 1 (upregulation) and −1 (downregulation). We adapted the generative model introduced in Diana et al. (2019) to our data to detect deregulation patterns.

#### Secretome analysis

Data was analyzed using the Bioconductor version 2.13 (http://www.bioconductor.org) running on R version 3.0.2 (available from www.R.project.org). Protein intensity values were quantile normalized and log2 transformed. Differences in protein expression between groups was assessed using an empirical Bayes moderated t-statistics test from the “limma” package. P values were adjusted for multiple testing correction using the Benjamnini-Hocberg method. PCA was made by using the expression matrix of normalized and regularized genes using the prcomp function on R. The results were visualized on a 3D map using the plot3d function from the rgl package on R. Ligand-receptor pairs database was downloaded from Ramilowski et al. (2015) and compared against protein expression of the secretome from somascan arrays and gene expression from the statistically significant comparisons of AML versus ctrl RNaseq. Two lists of pairs for each cell type were obtained with the secretome as ligand and cell gene expression as receptor. To generate the dynamic figure, we used ligand-receptor pairs which were found coherently up or down- regulated in any of the stromal types. We constructed a bipartite graph representing cell-specific ligand-receptor connectivity and used force-driven dynamics on the network nodes to visualize the structure. We combined these results within a github (https://github.com/). The graphic map of the ligand-receptor interactome was sketch draw by adapting the thickness of the connection lines to the number of interactions between each cell type and the secretome, and between cell types.

### Quantification and statistical analysis

Information on number of replicates used in each experiment can be found in the figure legends. Details on OMICs analysis method and statistics can be found in Method details section. Based on sample size and intra-group variability in transcriptomic and proteomic data, significance was defined by an adjusted p value < 0.1

# Supplementary material for: Integrated OMICs unveil the bone-marrow microenvironment in human leukemia
**Source:** Cell Rep. 2021 May 11;35(6):109119. doi: 10.1016/j.celrep.2021.109119
**Supplement:** Document S2. Article plus supplemental information

## Integrated OMICs unveil the bone-marrow microenvironment in human leukemia

### Graphical abstract

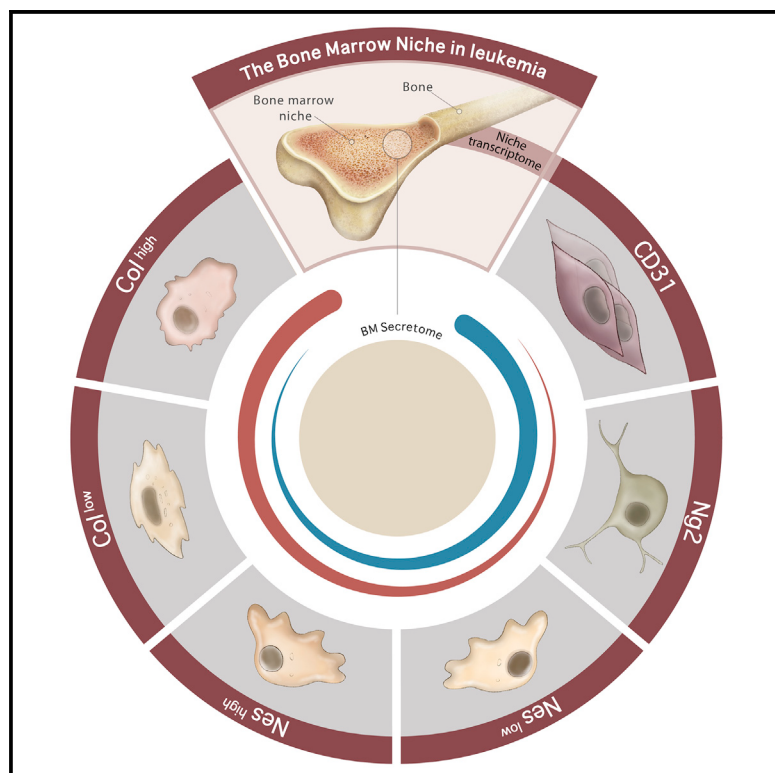

### Authors

Diana Passaro, Manuel Garcia-Albornoz, Giovanni Diana, ..., Ilaria Malanchi, John Gribben, Dominique Bonnet

### In brief

Passaro et al. provide a large omics repository of the BM microenvironment of immunodeficient mice. They then describe how primary human AML cells alter the molecular program of these niche components. Via integration of BM secretome and transcriptome data, they provide a repository of potential niche biomarkers.

### Highlights

- Provide a large omics repository of the BM microenvironment of immunodeficient mice
- Demonstrate the transcriptomic overlap between different reporter niche markers
- Reveal particular pathologic crosstalk between AML and different niches
- Integrate multi-omics to predict niche biomarkers and therapeutic targets

## Resource

# Integrated OMICs unveil the bone-marrow microenvironment in human leukemia

Diana Passaro,<sup>1,7,\*</sup> Manuel Garcia-Albornoz,<sup>1,6</sup> Giovanni Diana,<sup>2,6</sup> Probir Chakravarty,<sup>3,6</sup> Linda Ariza-McNaughton,<sup>1</sup> Antoniana Batsivari,<sup>1</sup> Clara Borràs-Eroles,<sup>1</sup> Ander Abarategi,<sup>1,8</sup> Alexander Wacławiczek,<sup>1</sup> Luigi Ombrato,<sup>4,9</sup> Ilaria Malanchi,<sup>4</sup> John Gribben,<sup>5</sup> and Dominique Bonnet<sup>1,10,\*</sup>

<sup>6</sup>These authors contributed equally

<https://doi.org/10.1016/j.celrep.2021.109119>

## SUMMARY

The bone-marrow (BM) niche is the spatial environment composed by a network of multiple stromal components regulating adult hematopoiesis. We use multi-omics and computational tools to analyze multiple BM environmental compartments and decipher their mutual interactions in the context of acute myeloid leukemia (AML) xenografts. Under homeostatic conditions, we find a considerable overlap between niche populations identified using current markers. Our analysis defines eight functional clusters of genes informing on the cellular identity and function of the different subpopulations and pointing at specific stromal interrelationships. We describe how these transcriptomic profiles change during human AML development and, by using a proximity-based molecular approach, we identify early disease onset deregulated genes in the mesenchymal compartment. Finally, we analyze the BM proteomic secretome in the presence of AML and integrate it with the transcriptome to predict signaling nodes involved in niche alteration in AML.

## INTRODUCTION

Hematopoietic stem cells (HSCs) reside in a unique microenvironment referred to as the “niche,” which regulates the balance between self-renewal and differentiation of the hematopoietic stem compartment. The bone-marrow microenvironment is a complex multicellular tissue, whose non-hematopoietic component has been studied mostly in relation to its supportive function of hematopoietic lineages. Based on elegant *in vivo* depletion or expansion experiments and imaging-based approaches, a number of cell types have been suggested to contribute to the HSC niche. Studies on the bone-marrow (BM) stroma have defined individual populations in the stem cell niche regulating hematopoietic regeneration and capable of initiating leukemia (Crane and Kaerberlein, 2018; Yu and Scadden, 2016; Pinho and Frenette, 2019). To date, at least two functionally distinct perivascular niches that highly express *cxcl12* and *scf* to dictate HSC cell fate have been identified: the arteriolar niches (Ding et al., 2012), composed mainly of arteriole-associated sympathetic nerve fibers, *Nestin*<sup>high</sup> (Méndez-Ferrer et al., 2008) and/or *Ng2*<sup>+</sup> cells (Yamazaki et al., 2011; Katayama et al., 2006), and

the sinusoidal niches, where sinusoid-associated *cxcl12*-abundant reticular (CAR) cells (Omatsu et al., 2010), *Nestin*<sup>low</sup> *Lepr*<sup>+</sup> cells are located (Morrison and Scadden, 2014; Boulais and Frenette, 2015). These distinct vascular beds have a specific spatial distribution relative to the bone (Sivaraj and Adams, 2016) and have been shown to differentially regulate hematopoiesis and osteogenesis (Itkin et al., 2016; Langen et al., 2017; Chen et al., 2019).

Alterations of niche components has been described during the development of different blood malignancies (Kode et al., 2014; Goulard et al., 2018; Batsivari et al., 2020). Experimental models have highlighted several possibilities of crosstalk between malignant/premalignant cells and their niches as key contributors to disease initiation, progression, and resistance to therapy (Lane et al., 2009; Zhang et al., 2012; Miller et al., 2018). However, since the composition and molecular mechanisms used by the malignant niches are only partially understood, many unknowns remain.

High-throughput OMICS analyses on different interacting cellular components provide molecular insights into tissue-specific signaling networks with recent literature highlighting the

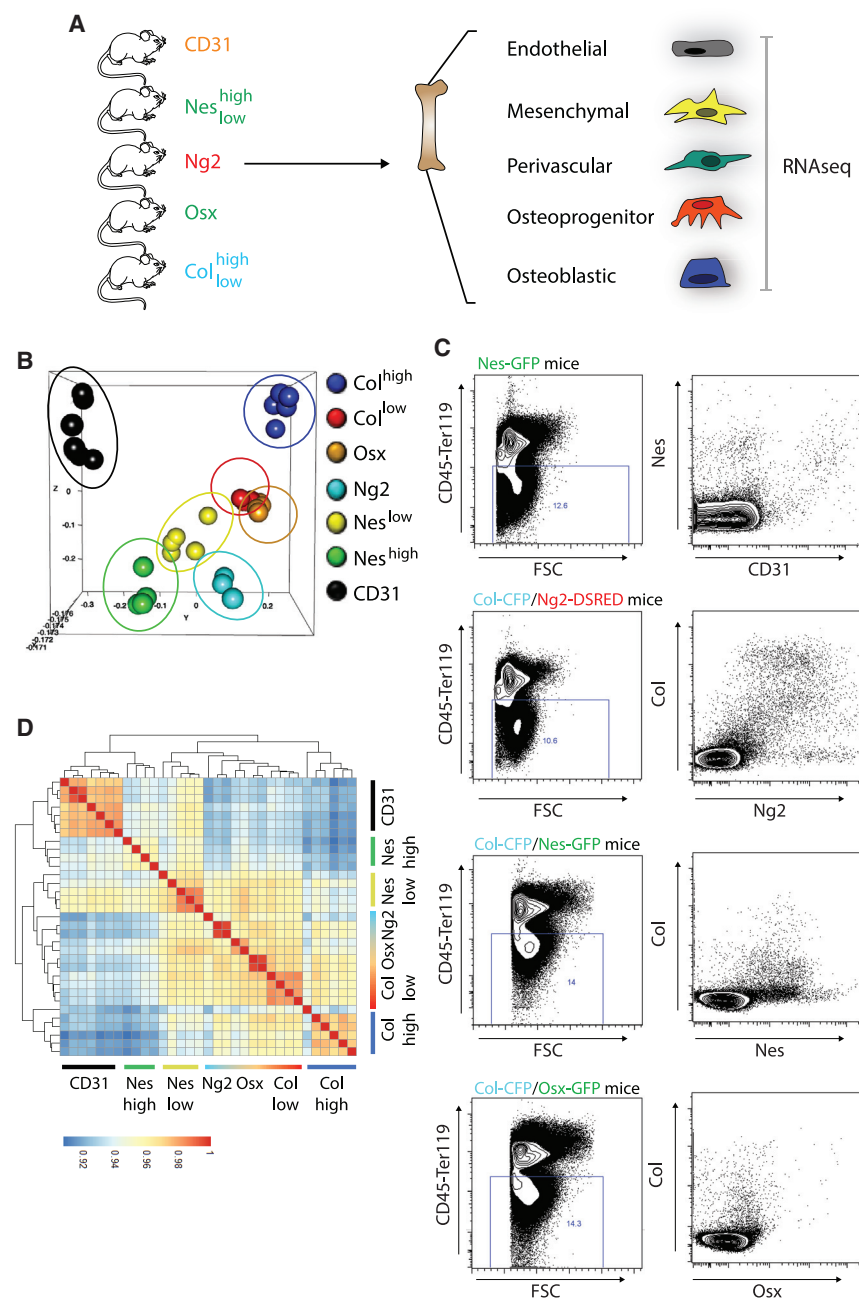

**Figure 1. BM niche populations identified with current markers**

(A) Schematic figure of the experimental design depicting stromal components isolated from the BM of NSG mice carrying specific fluorescent reporters. FACS populations were analyzed by RNA-seq. CD31  $n = 7$ ; Nes<sup>high</sup>  $n = 4$ ; Nes<sup>low</sup>  $n = 5$ ; Ng2  $n = 3$ ; Osx  $n = 5$ ; Col<sup>low</sup>  $n = 4$ ; Col<sup>high</sup>  $n = 5$ .

(B) 3D PCA analysis showing similarities in expression profiles between different stromal components in healthy mice. Each dot represents an experimental replicate.

(C) Flow-cytometry analysis of CD45-Ter119<sup>-</sup> BM cells derived from depicted mice showing overlap between markers associated to niche components.

(D) Correlation matrix showing similarities between different stromal components in healthy mice.

See also Figure S1.

affecting these components during AML development using a well-established acute myeloid leukemia patient-derived xenograft (AML-PDX) model. In addition, we analyzed the BM secretome and integrated the results to the transcriptomic data to provide global mechanistic insights into changes occurring during human AML development in the niche.

## RESULTS

### Substantial overlap among BM niche populations identified with current markers

To expand the current knowledge of the BM non-hematopoietic compartment, we used high-throughput RNA sequencing to perform genome-wide transcriptomic analysis of 7 sort-purified populations, by using our reporter mice for osteolineage cells (Osterix, Osx; Collagen, Col<sup>low</sup> and Col<sup>high</sup>) and different subsets of mesenchymal cells (Ng2; Nestin, Nes<sup>high</sup> and Nes<sup>low</sup>) and CD31 markers for endothelial cells (Figure S1A).

high complexity of the BM microenvironment transcriptome at single-cell resolution (Tikhonova et al., 2019; Baryawno et al., 2019; Baccin et al., 2020). The BM thus represents the optimal system to apply computational tools and decipher the mutual interactions between cellular components. Here, we used genome-wide RNA sequencing, to draw a comprehensive picture of the major cell components of the BM stroma, using reporter mice widely used in BM niche research, and backcrossed in immune-deficient mice. We identified eight distinct functional clusters and unveiled their specific gene-expression signatures at steady-state hematopoiesis. We then examined the changes

First, we focused our attention on the molecular characterization of these stromal populations in homeostatic conditions (Figure 1A). Unbiased principal component analysis revealed tight clustering among stromal subsets (Figure 1B). Of all stromal subsets, CD31 and Col<sup>high</sup> were the most transcriptionally distinct. Likewise, mesenchymal components clustered together with a certain degree of overlap between populations. Nes<sup>high</sup> cells have been associated to peri-arteriolar cells (Kunisaki et al., 2013); however, their specific niche function has not been addressed. Interestingly, they show a specific transcriptional profile, only partially overlapping with Ng2 cells. A high degree of

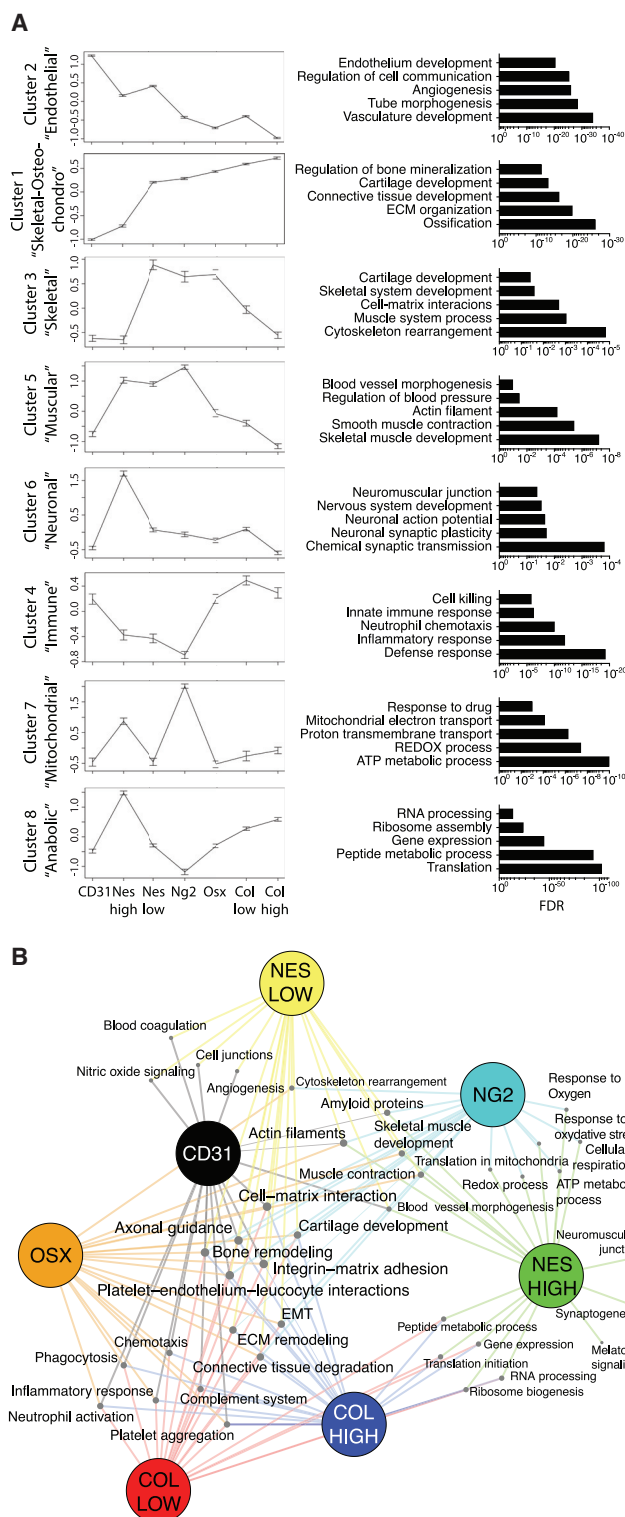

**Figure 2. Differential clusters between BM niche populations in homeostasis**

(A) Cluster behaviors among niche components. Left: within-cluster averages of Z-scored expression profiles across stromal types from control samples (means  $\pm$  SEM). Right: top enriched processes associated to each cluster.

overlap is observed between *Osx*, classically defined as osteo-progenitors, and *Col<sup>low</sup>* cells, while *Nes<sup>low</sup>* population sits in the middle of the plot, suggesting a certain degree of overlap with all the aforementioned populations (Figure 1B), which we confirmed by fluorescence-activated cell sorting (FACS) analysis (Figure 1C). Correlation matrix shows the degree of similarity between populations and unveils specific cellular overlaps (Figure 1D). For instance, *Nes<sup>low</sup>* (and to a lesser degree *Nes<sup>high</sup>*) cells partially overlap with CD31 cells, as previously reported (Figures 1C and 1D; Asada et al., 2017). Interestingly, a high degree of overlap is also observed between *Ng2<sup>+</sup>* cells, classically considered as pericytes, and cells of the osteolineage (Figures 1C and 1D). Within the osteolineage, expression level of *Col* can be used to distinguish between different degrees of differentiation (Coutu et al., 2017), as suggested by the high overlap between *Osx* and *Col<sup>low</sup>* (Figures 1B–1D).

### Transcriptomic signature unravels specific features of BM niche cells in homeostasis

A specific cellular taxonomy of the BM non-hematopoietic niche has been recently defined via unbiased single-cell sequencing (Baryawno et al., 2019). We could classify our 7 BM niche populations based on these defined signatures (Figure S1B), confirming their conserved function in NSG mice. However, this classification only describes the transcriptome of niche cells at relatively low depth, a limitation associated with the single-cell sequencing technology.

To overcome this issue and unveil thorough molecular features of BM niche cells, we used their gene-expression profiles to define 8 functional clusters of transcripts responsible of the differences between populations (Figure 2A; Table S1). Analysis of biological processes and cellular functions allowed to define specific functional features of each cluster. By combining gene-expression values of each cluster and related processes, we can recapitulate the connections between niche cells in a process network map (Figure 2B).

Cluster 2 includes genes highly expressed in CD31 cells and specific for the endothelial function, such as endothelial commitment (*pecam1*, *cdh5*, *kdr*, *emcn*, *cd34*, *flt4*, *ly6a*, *tie1*, *apln*, *pdgfb*), vessel development (*dll1*, *dll4*, *notch1*, *notch4*), regulation of angiogenesis (*eng*, *flt1*, *ephb4*, *nck1*), cell junction (*gja4*, *gja5*, *gjc1*, *cdh5*, *cldn5*, *jam2*), and platelet aggregation (*vwf*, *f2r*, *selp*, *cd36*). Further classification of the genes in this cluster can be performed by comparative analysis with recently characterized subtypes of vascular endothelial cells (type L, H and E) (Langen et al., 2017) (Figure S2A). Cluster 1 identifies a heterogeneous group of genes highly expressed in osteolineage populations (*Col<sup>high</sup>*, *Col<sup>low</sup>*, *Osx*) as well as in *Nes<sup>low</sup>* and *Ng2<sup>+</sup>* cells, and including genes involved in the deposition and interaction with the matrix (*fap*, *CD44*, *mmp13*, *mmp16*, *tnc*, *thbs1-4*, *itgb1*), connective tissue formation (*col1a1*, *col1a2*, *dcn*, *sema3d*), chondrocytic differentiation, cartilage formation (*pth1r*, *mef2c*, *runx2*, *fbn2*), osteolineage (*alpl*, *sp7*, *runx2*, *spp1*, *smad9*, *dmp1*, *bglap1,2,3*), and

(B) Process network map showing the relatedness of the different stromal types (size of each node proportional to the number of connections). See also Figures S1 and S2 and Tables S1 and S2.

**Table 1. AML patient-derived samples**

Patient-derived AML samples used in the study and their genetic and clinical characteristics. n.a., not applicable.

<sup>a</sup>Samples used for transcriptome experiments.

<sup>b</sup>Samples used for secretome experiments.

bone formation (*bmp1,3,5,7,8a*). We noticed the lack of a proper mesenchymal stem cell (MSC) signature within this cluster, likely due to the low specificity of markers currently available to define such population. To dig into this question and try to isolate a cluster of genes specific to the MSC functions, we performed an analysis including gene expression of leptin-receptor<sup>+</sup> (Lepr<sup>+</sup>) mesenchymal stromal cells from Tikhonova et al. (2019) and compared them to Nes<sup>low</sup>, Nes<sup>high</sup>, Ng2<sup>+</sup> cells for their expression levels of genes in cluster 1. Interestingly, we identified two clusters of ~300 genes similarly expressed in the Lepr<sup>+</sup> and Nes<sup>low</sup> cells and highly enriched in MSC signature genes (*adipoq*, *lepr*, *cxcl12*, *cxcl14*, *gpx3*, *pdgfra*, *agt*, *grem1*, *igfbp5*, *foxc1*, *cdh2*) (Worthley et al., 2015; Zhou et al., 2014; Zhao et al., 2019), which contains candidate markers to better define MSC population (Figure S2B; Table S2). Cluster 3 defines a small group of genes highly expressed in Nes<sup>low</sup> and Ng2 involved in skeletal functions, such as muscle system processes (*acta1*, *myh11.4*, *myl1*, *tnnc2*, *tnnt3*), skeletal development and cell-matrix interaction (*acan*, *chad*, *col10a1*, *col271a*, *col9a1*, *lect1*), and cytoskeleton rearrangement (*tubb4a*, *acta4*, *myh11*). Cluster 5 includes genes highly expressed in Nes<sup>high</sup>, Ng2 and Nes<sup>low</sup>, involved in smooth muscle contraction (*acta2*, *myh11*, *tpm2*) and regulation of blood pressure (*acta2*, *aoc2*, *atp1a2*, *notch3*). Cluster 6 contains genes highly expressed in Nes<sup>high</sup> cells, involved in neuronal-related processes, such as nervous system development (*ngfr*, *scn5a*, *egr1*, *agtr1a*, *tnfrsf12a*), synaptic plasticity and transmission (*cpeb1*, *egr1*, *syp*, *grin2a*, *pdlim4*, *prokr1*, *nos1*), and neuromuscular junction (*ank3*, *chrna1*, *muskl*). Cluster 4 contains genes involved in immunoregulatory functions, such as myeloid cell differentiation and activation (*mpo*, *lcn2*, *ltf*, *cybb*, *retnlg*), neutrophil chemotaxis (*c5ar1*, *cxcl2*, *cxcr2*, *itgam*, *itgb2*, *nckap1l*, *syk*), as well as myeloid-derived suppressor cells function (*s100a8*, *s100a9*, *ngp*). This cluster is particularly high in osteolineage and endothelial cells, pointing at a specialized function for these niche components in the BM innate immunity regulation. Cluster 7 includes genes highly expressed in Nes<sup>high</sup> and Ng2 cells mostly involved in mitochondrial function such as oxidative phosphorylation, ATP production and NADH metabolism (*mt-atp8*, *mt-co1*, *mt-cytb*, *mt-nd1*, *mt-nd2*, *mt-nd4*, *mt-nd5*, *mt-nd6*). Cluster 8 is

particularly high in Nes<sup>high</sup> and Col<sup>high</sup> cells and mainly contains genes involved in cellular anabolic processes, such as RNA processing and translation, ribosome assembly, and peptide metabolism (38 *rpl* and 31 *rps* genes, *eif3h*, *eef1a1*, *uba*, *ubb*, *snrpa*, *naca*) (Figures 2A and 2B). Overall, our clusters analysis allowed the identification of groups of genes/functions defining unique features as well as shared properties among niche populations.

### Human AML alters the homeostatic functional identity of niche cells

We next analyzed how the presence of human AML engraftment impacts on the molecular signature of BM niche components. We used several donor BM patients representing different subgroups of the human AML disease spectrum (Table 1) as well as human AML cell lines and healthy human hematopoietic cells (CB) to engraft unconditioned immunodeficient mice, and isolated BM stromal cells as depicted in Figure 3A. t-distributed stochastic neighbor embedding (tSNE) analysis showed that AML does not impact on the global cellular identity of these niche components, since most of the replicates of each population reside in confined groups irrespectively of belonging to a healthy or BM with AML (Figure S3A). We used our previously described clusters to unravel the AML impact on BM niche function. Some of the clusters remain stable upon AML engraftment, while others lose their expression trend (Figures 3B and S3B).

The overall signature of cluster 2 remains stable. However, we can identify changes in expression of specific subsets of genes, particularly the one associated with endothelial progenitor signature (Figure 3C). In fact, most of the upregulated transcripts correspond to genes highly expressed in type E cells, defined as progenitor/immature endothelial cells involved into matrix remodeling as well as angiogenesis and osteogenesis upon radiation injuries (Langen et al., 2017; Chen et al., 2019; Figure S3C). We also notice signs of endothelial-to-mesenchymal transition (EnMT; Figure S3D), a process already observed in myelofibrosis (Erba et al., 2017) and downregulation of genes involved in hemostasis (Figure S3E), suggesting a potential role of the endothelial component in severe complications of AML disease such as hemorrhages (Balmages et al., 2018).

Skeletal processes involved in bone and cartilage formation appear affected by AML, as shown by downregulation of specific genes in cluster 1 and 3 in Nes<sup>low</sup> and Col<sup>low</sup> cells (Figure 3D). Interestingly, the same genes are instead upregulated in Nes<sup>high</sup> cells, pointing at a potential compensation mechanism (Figure 3D). In line with the EnMT phenotype, matrix and bone remodeling genes are also upregulated in CD31 cells (Figure S3F). The neurogenesis function seems downregulated in most of the mesenchymal cells (Nes<sup>low</sup>, Nes<sup>high</sup>, Ng2), while some specific genes are upregulated in CD31 cells (Figure S3G).

Another process highly affected by the presence of AML is the one associated with the smooth muscular function, as shown by downregulation of genes of cluster 5 in Nes<sup>low</sup>, Nes<sup>high</sup>, and Ng2 involved in muscle contraction and vascular tone regulation (Figure 3E).

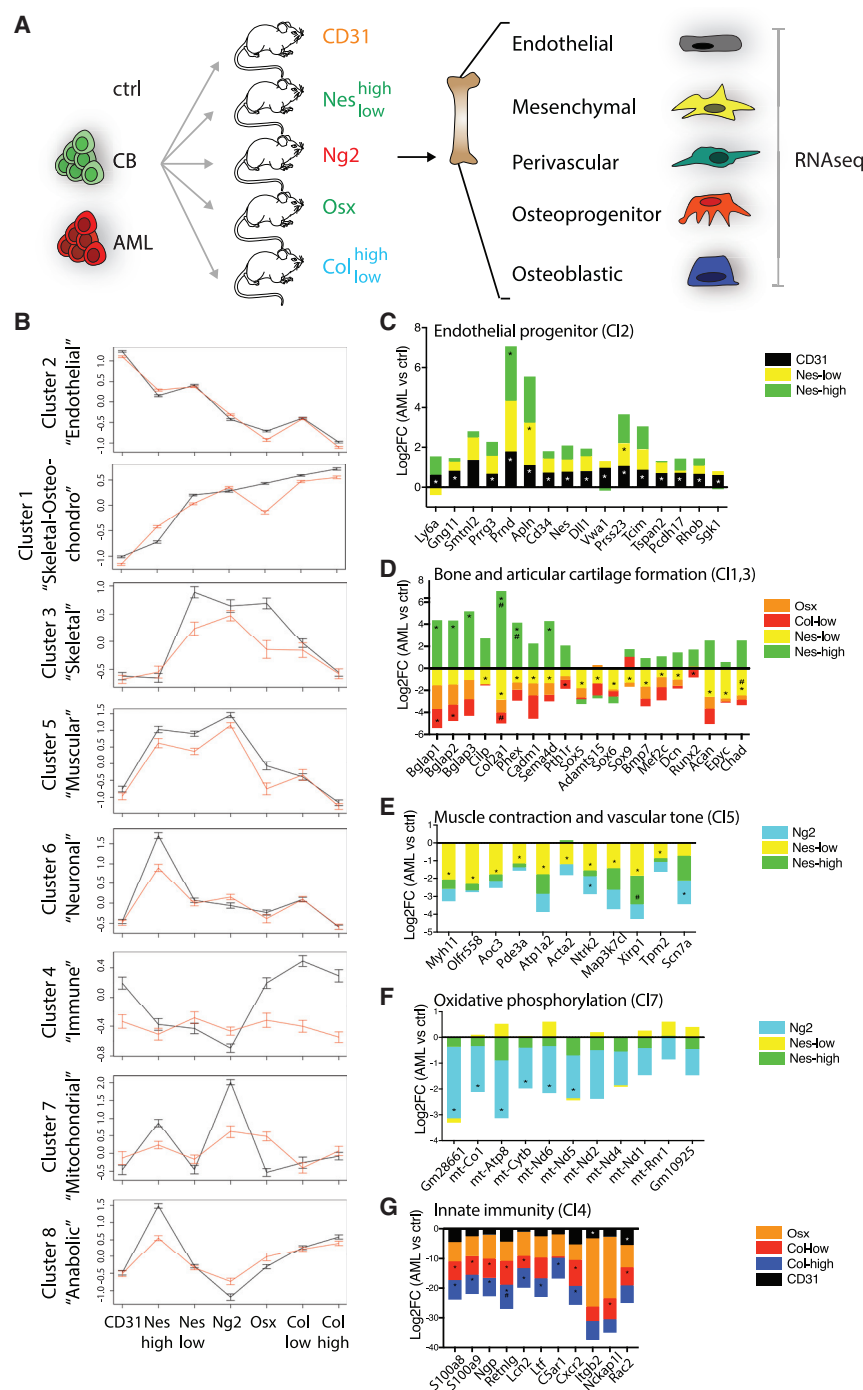

**Figure 3. Human AML impact on the functional identity of the BM niche**

(A) Schematic representation of the experimental setup. Depicted stromal components were isolated from the BM of NSG mice carrying specific fluorescent reporters and non-transplanted (ctrl) or xenografted with healthy hematopoietic cells (CB) or patient-derived AML samples (AML; see Table 1 for details). FACS-sorted populations were analyzed by RNA-seq. CD31: ctrl n = 7, CB = 4, AML = 15; Col<sup>high</sup>: ctrl n = 5, CB = 2, AML = 9; Col<sup>low</sup>: ctrl n = 4, CB = 3, AML = 13; Nes<sup>high</sup>: ctrl n = 4, CB = 2, AML = 11; Nes<sup>low</sup>: ctrl n = 5, CB = 2, AML = 11; Ng2: ctrl n = 3, CB = 3, AML = 12; Osx: ctrl n = 5, CB = 4, AML = 10.

(B) Comparison of within-cluster averages of Z-scored expression profiles between control samples (black) and leukemic samples (red).

(C–G) Deregulation (mean log2FC) of genes in depicted clusters in the presence of AML (\*means FDR < 0.1).

See also Figures S3 and S4 and Table S3.

leukemic BM niche components. We used the top altered genes in each stromal type (Table S3) to reveal specific deregulation patterns estimated as hidden features from the data (Figure S4A). These deregulation patterns were either specific or shared across cell types, uncovering potential stromal relationships in the context of AML. We build a global map highlighting the top deregulated processes and their behavior across stromal types (Figure S4B). Notably, we find shared patterns across osteolineage and endothelial cells in terms of downregulated processes, such as ion transport, cell adhesion, and immune regulation. Interestingly, while the process of osteogenesis is similarly downregulated in both endothelial and osteolineage niche components, the pro-angiogenic response is specifically upregulated in the endothelial compartment and downregulated in the osteolineage, suggesting different processes driven by the two stroma cell types. Similarly, we evidence several common clusters of upregulated processes

On the same line, most of the genes of cluster 7 are downregulated in Ng2 and Nes<sup>high</sup> cells (Figure 3F), pointing at a decreased metabolic function in muscular cells.

Finally, the BM innate immunity regulation function in cluster 4 is massively downmodulated in the presence of AML, both in the osteolineage and endothelial cells (Figure 3G).

Parallel to cluster-tailored analysis, we also performed an unbiased analysis of the global transcriptome deregulation of

across the mesenchymal components, including a pro-proliferative response, cell-matrix interaction, connective tissue degradation, and specific signaling pathways such as Notch, NfκB, Esr1, and Wnt. Overall, our analysis shows multiple injuries to the homeostatic balance upon human AML engraftment in the BM niche specific for a single cell type or involving multiple components and potentially associated to AML pathologic phenotypes (Figure S4B).

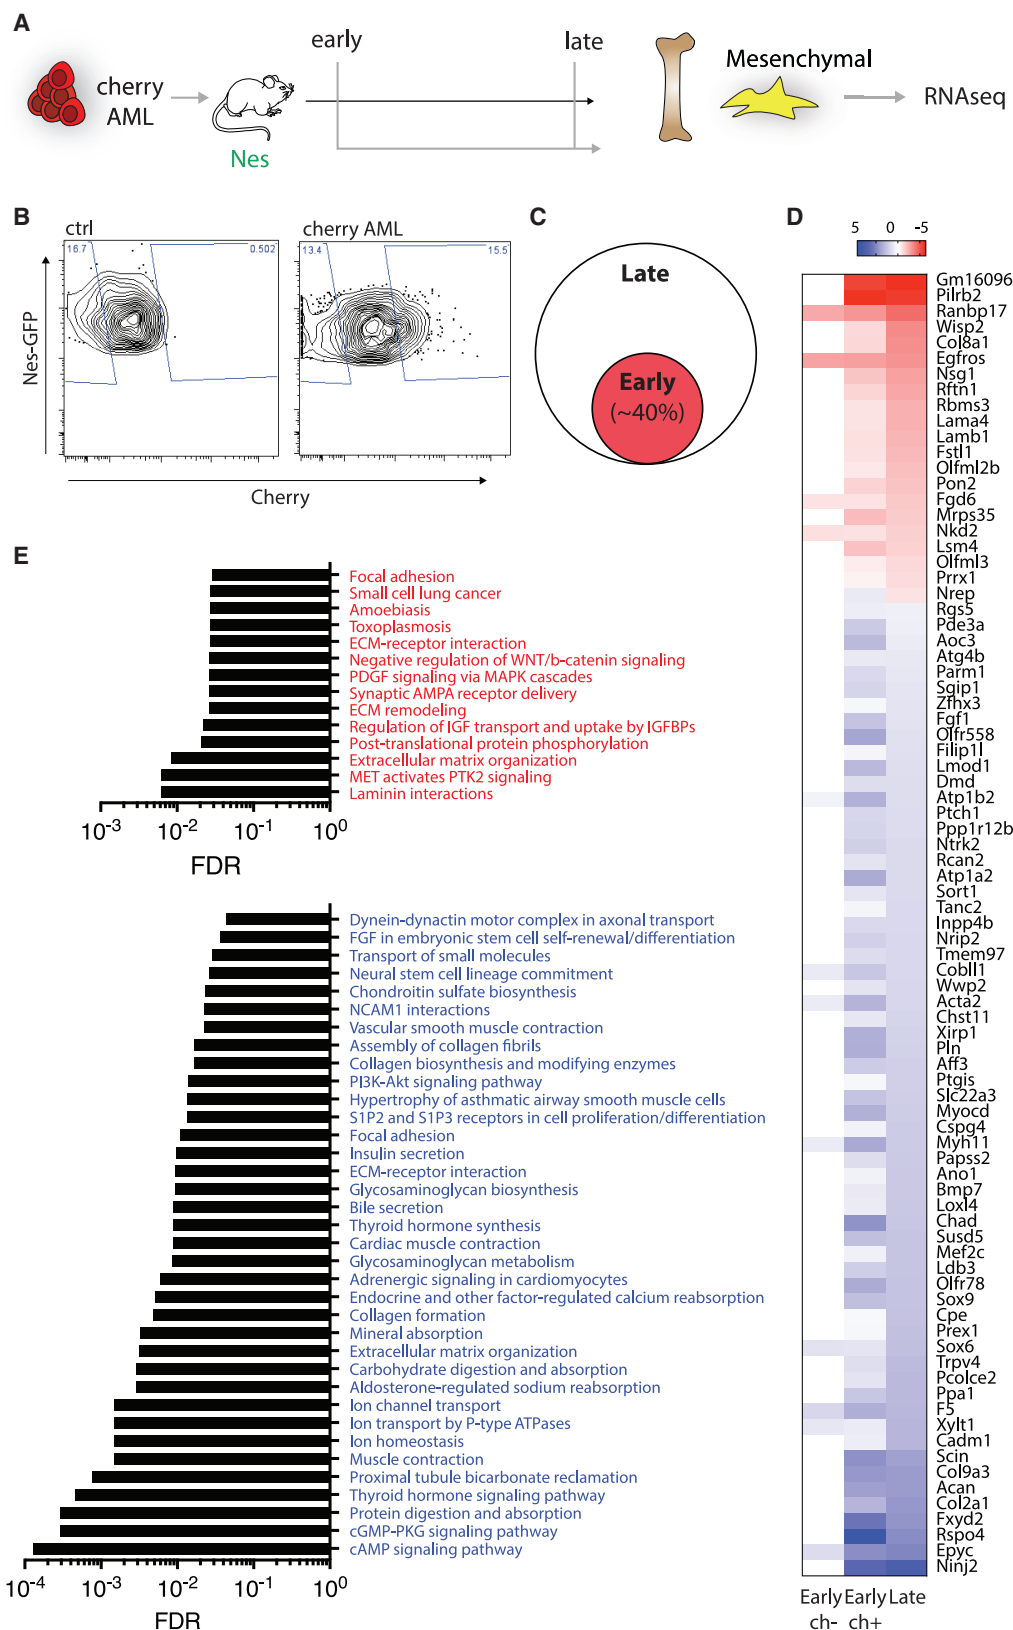

(legend on next page)

### Transcriptomic analysis at early time points unveils the progressive detriment of the BM mesenchymal niche in AML

Our data shed light on global molecular changes of the BM niche in the presence of fully established leukemia, in a disease setting mimicking the clinical scenario of patients at diagnosis. However, little is known about the dynamics of niche deregulation in the BM at early disease onset. To investigate whether any of the observed molecular changes could be detectable during the early onset of the disease, we used a recently developed system allowing identification and isolation of niche cells in close proximity with leukemia via transfer of a soluble fluorescent lipid-permeable mCherry (SLP-mCerry) marker (Ombrato et al., 2019, 2021), thus allowing molecular studies of the niche at early stage of disease. We focused our attention on the most abundant component of the niche, Nestin<sup>+</sup> mesenchymal cells (Nes<sup>low</sup>), due to the challenging low number of retrieved niche cells at early time points. Upon engraftment with human leukemic cells expressing the SLP-mCerry, we isolated cherry<sup>+</sup> Nes<sup>low</sup> (ch<sup>+</sup>) labeled early leukemic niche cells, and cherry<sup>-</sup> Nes<sup>low</sup> (ch<sup>-</sup>) cells present in the portion of the same BM, but not in contact with leukemic cells (Figures 4A and 4B). We compared the transcriptomic profile of ch<sup>+</sup> Nes<sup>low</sup> cells from the early niche (1%–10% engraftment, “early”) and Nes<sup>low</sup> cells from heavily engrafted mice (70%–80% engraftment, “late”), a time point where all cells are in contact with leukemic cells. We observed that a big proportion of the AML-dependent molecular changes highlighted at a late time point were already present in the early niche. For instance, 40% of the genes deregulated in late Nes<sup>low</sup> cells were also significantly deregulated in early ch<sup>+</sup> Nes<sup>low</sup> cells (Figures 4C, 4D, and S5), while only the 0.05% of them were altered in ch<sup>-</sup> Nes<sup>low</sup> cells (Figure 4D). This highlights the great potential of this approach to achieve specific physical isolation of the early niche in contact with AML cells. Our analysis allowed the identification of a large set of genes and pathways (Figures 4D, 4E, and S5) deregulated in the early crosstalk between mesenchymal cells and leukemia, which represent strong candidates as potential biomarkers for early AML diagnosis or targets for the rescue of the pathological phenotypes associated with the mesenchymal niche.

### The BM secretome of patient-xenografts provides a reservoir of potential direct mediators of AML pathogenesis

Our transcriptomic data unravel molecular insights into the response of the BM niche to the presence of AML, but how much of this response derives from a direct crosstalk is unclear. To gain insight into changes in the BM milieu upon human AML

engraftment, we performed a proteomic analysis of the BM secretome in AML xenografts (Figure 5A). Although we observed a certain degree of heterogeneity among AML samples, possibly linked to genetic diversity in our cohort (Figure 5B; Table 1), we identified a large common secretome signature within the AML cohort (Tables S4 and S5). We focused our attention on the top commonly deregulated proteins and processes and validated their translational impact by comparing our dataset to recently published proteomics data retrieved from healthy donors and AML patients, as well as to a large cohort of patient-derived transcriptomic dataset (Bagger et al., 2016; Çelik et al., 2020). We observed a broad correspondence between xenograft and human patients’ data, with more than 30% overlap (Figure 5C; Table S4). Among the top deregulated pathways validated with human data, we found as expected AML associated signaling such as the RAF/MEK/ERK and PI3K/AKT cascades; interestingly, we observed upregulation of proteins involved in the RET signaling (Epiregulin, Gfra-1, Shp-2), recently highlighted as a mediator of normal HSC maintenance and expansion (Grey et al., 2020). We also found increased production of proteins involved in the interaction with the extracellular matrix (Osteonectin, Thrombospondin-1, Fibronectin,  $\alpha$ 1-Antitrypsin). The downmodulated pathways are largely related to the immune function, with decreased dendritic cell chemotaxis (Cxcl5, Cxcl9, Ccl5), immunoregulatory function and cytotoxicity (Granzyme H, MICB, Granzyme B, ILT-2, CD48). Interestingly, the clotting cascade and platelet activation pathways are also downregulated (Tfpi, Dtk, KLKB1, Prekallikrein,  $\alpha$ 2-Antiplasmin, Coagulation Factor X; Figure 5D; Table S4).

### Integration of niche transcriptome and BM secretome predicts molecular nodes involved in niche alteration in AML

To predict direct interactions responsible of the BM niche and AML crosstalk, we integrated the secretome and transcriptome data. Ligand-receptor analysis allowed the identification of upregulated and downregulated nodes of interaction between the BM milieu and niche components (Figure S6). The interactome showing ligand-receptor pairs involved in specific pathways is summarized in Figure 6A and can be explored at <https://giovannidiana.github.io/integratedomics/>. Overall, we noticed a peculiar dual distribution of signaling pathways between the osteo-endothelial niche and the mesenchymal components (Figure 6A). Among the others, we noticed an interesting combination of pro- and anti-angiogenic cues associated to multiple stromal types, suggesting distinct local regulation (Figure 6B). Interestingly, several signaling mediators of the complement and coagulation cascade as well as platelet activation and

#### Figure 4. Progressive detriment of the BM mesenchymal niche in AML

- (A) Schematic representation of the experimental setup. Nes<sup>low</sup> mesenchymal stromal cells were isolated from the BM of Nestin<sup>GFP</sup>-NSG mice xenografted with human cherry<sup>+</sup>-AML cell lines at early and late time points of leukemic engraftment. FACS-sorted populations were analyzed by RNA-seq. Ctrl n = 5; AML early ch<sup>+</sup> n = 6; AML early ch<sup>-</sup> n = 6; AML late n = 6.
- (B) Flow cytometry profile of Nes<sup>low</sup> cells from control mice or mice engrafted with human cherry<sup>+</sup>-AML cell lines at an early time point.
- (C) Pie chart showing the proportion of late deregulated genes also deregulated at early time points.
- (D) Heatmap showing the top transcripts deregulated in both the early and late stage of leukemic development in the mesenchymal niche.
- (E) Top upregulated (red) and downregulated (blue) processes in the early stage of leukemic engraftment in the mesenchymal niche. See also Figure S5.

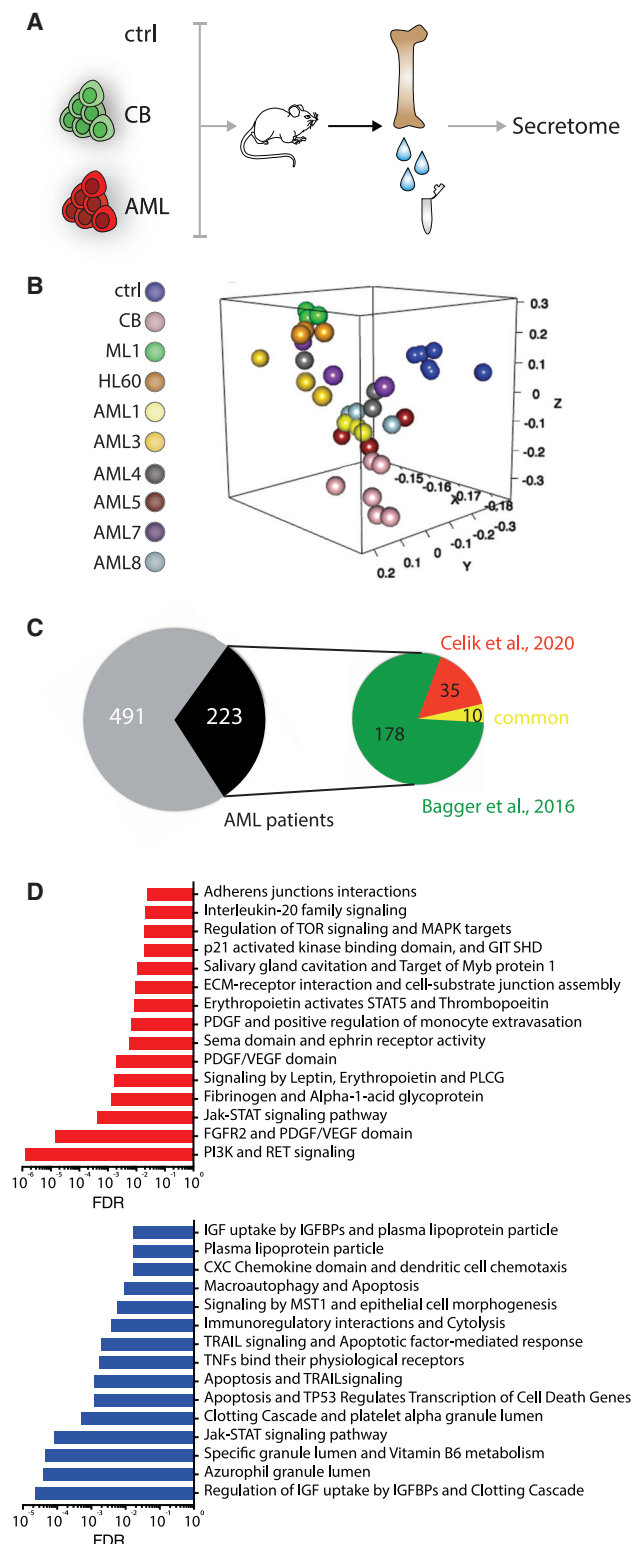

**Figure 5. The BM secretome in AML patient xenografts**

(A) Schematic representation of the experimental design. BM extracellular proteins were isolated from NSG mice non-transplanted (ctrl) or xenografted

hemostasis are downregulated (Figure 6C), in line with clinical reports pointing at bleeding disorders and thrombocytopenia in AML patients (Del Principe et al., 2017; Balmages et al., 2018; Ahrari et al., 2019; Just Vinholt et al., 2019). On the immune side, increase in chemokines involved in monocyte chemotaxis is predicted to interact with the deregulated mesenchymal niche (Figure 6D), while reduced mediators associated to neutrophil function are connected to the osteo-endothelial niche (Figure 6E), the compartment mostly involved in the regulation of innate immunity under homeostasis according to our cluster analysis (Figure 2A, 3B, and 3G). In conclusion, our integrated sequencing data with the BM secretome of AML xenografts allowed the identification of specific signaling nodes as candidate mediators of stromal alteration in human AML.

## DISCUSSION

The BM microenvironment has gathered increasing attention over the last years. Far from being a simple monolayer of supportive cells, the “hematopoietic niche” has revealed a high degree of complexity when studied *in vivo* with functional genetics (Crane et al., 2017; Wei and Frenette, 2018). Several markers have been proposed to label specific supportive niches within the tissue. Nevertheless, the high degree of overlap between these markers have only recently been evidenced by us (Figures 1 and S1) and other groups in the field (Coutu et al., 2017). The advent of high-throughput sequencing techniques now allows the molecular characterization of these cells with unprecedented precision (Tikhonova et al., 2019; Baryawno et al., 2019; Baccin et al., 2020). Our data covering the transcriptome of the bone-marrow niche at high sequencing depth contribute to fill these gaps by providing a large repository of potential markers to better define specific cell populations (Figures 2 and S2). Among the others, of high interest is the Nes<sup>high</sup> population, known for a long time but not studied in detail. Despite sharing some features with the other cell of mesenchymal origin, these cells appear strikingly different at the molecular level under homeostatic condition, highly expressing genes involved in RNA processing and translation (Figures 1 and 2). This peculiar feature could explain the ability of Nes<sup>high</sup> cells to rapidly adapt to a modified environment in the presence of leukemia and overcome the disrupted functions of other cell components (Figure 3), thus opening new perspective to deepen our knowledge on the nature and function of these cells. Moreover, we have also evidenced a remarkable association between the osteolineage and endothelial compartments, sharing specific functions in the regulation of tissue homeostasis and responding to leukemia insult as a highly connected unit (Figures 2, 3, and 6). A tight proximity between a

with healthy hematopoietic cells (CB) or human AML (AML; see Table 1 for details), and BM secretome was analyzed on a SOMAscan array.

(B) 3D PCA showing similarities in protein expression profiles between samples. Each dot represents an experimental replicate.

(C) Pie chart showing the number of deregulated proteins validated with comparison with depicted human datasets.

(D) Top processes specifically upregulated (red) and downregulated (blue) in AML xenografts BM secretome compared to ctrl and validated on human data. See also Tables S4 and S5.

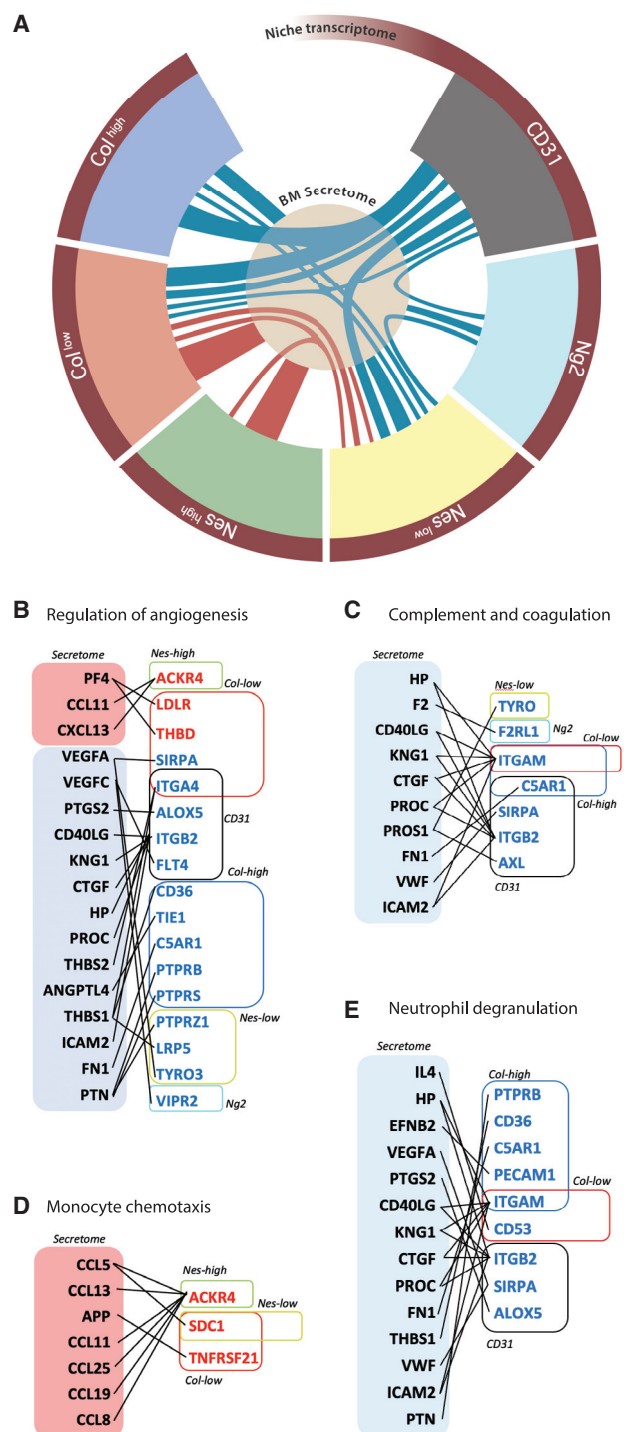

**Figure 6. Integration of niche transcriptome and BM secretome**  
(A) Graphic map of the ligand-receptor interactome between distinct niche components and the BM secretome. The thickness of the connecting lines is proportional to the number of interactions.  
(B–E) Sketch graphs of upregulated (red) and downregulated (blue) predicted ligand-receptor interactions between BM secretome and niche transcriptome. See also Figure S6 and dynamic figure <https://giovannidiana.github.io/integratedomics/>

specific type of endothelial cells and the bone surface has been previously evidenced, with a prominent role in regulating angiogenesis, osteogenesis, and matrix remodeling (Kusumbe et al., 2014; Langen et al., 2017). Our analysis allowed the prediction of the local mutual interaction between these two compartments, further identifying a potential role in the regulation of innate immunity.

The presence of AML dramatically impacts on niche homeostatic function, as shown by our cluster-tailored analysis. Moreover, we highlighted that a pathologic crosstalk exists not only between AML and different niche cells but also within niche fractions. These intra-stroma interactions add another layer of complexity but also new potentials for drug interventions. The rebound of this extensive tissue deregulation on leukemia progression and normal hematopoiesis has only started to be addressed (Passaro et al., 2017; Duarte et al., 2018), and our data open novel paths for further studies of great relevance to the field. At our knowledge, no methods are available to date to isolate the living leukemic niche at single-cell resolution and at early time points of the disease. Laser-microdissection (Pacheco et al., 2018) or pipette aspiration (Silberstein et al., 2016) methods in bones have proved to have several limitations, notably poor resolution, age constraints, as well as the requirement for complex systems and technologies. The painting tool we have used (Figures 4 and S5) was designed to detect the early metastatic niche in lung cancer with wide-range flow cytometry techniques (Ombrato et al., 2019), and we have proved its applicability to isolate and study living hematopoietic niche cells at an early stage of leukemia dissemination in comparison to full-blown disease, producing data with great potential to unravel early mechanisms responsible for the progressive alteration of the leukemic niche.

The data presented in this work provided a large omics repository of the environment of immunodeficient mice. Despite the profound immunological defects of this model, it is widely used to produce impactful insights in the field of tumor xenografts, including the leukemic microenvironment (Abarrategi et al., 2018; Medyouf, 2017). Moreover, our results showing no major differences between our niche components and the functional clusters defined in immunocompetent mice in homeostasis (Tikhonova et al., 2019; Baryawno et al., 2019; Figure S1) as well as similarity between the deregulated proteomic signature in our xenotransplant model to the one reported in AML patients (Figure 5) endorse the validity of the xenograft model to study the non-hematopoietic BM microenvironment. Nevertheless, we recognize a certain number of limitations, notably the lack of the adaptive immune system. While the impact of AML on the immune environment has been recently addressed in patients (van Galen et al., 2019), very little is known about the non-hematopoietic niche at the molecular level in the human BM. It remains thus necessary to move these molecular studies a step forward in the translation process, by sequencing the human BM niche in its entirety and identifying specific markers to label functional environmental components in the regulation of normal and malignant hematopoiesis.

AML is a dreadful disease and in most cases is extremely difficult to treat in an efficient manner. There is a constant effort from the scientific community to try and identify novel therapeutic

strategies tailored on specific subgroups, which offer promising results (Konopleva et al., 2016; Tomlinson et al., 2019; Perl, 2019; Roboz et al., 2020). We and others (Passaro et al., 2017; Duarte et al., 2018; Guarnerio et al., 2018; Battula et al., 2017; Tabé et al., 2017) have provided strong evidence that the micro-environment is an additional active part of the leukemic unit. Thus, our approach analyzing the bone-marrow environment in response to AML patients' samples derived from different subgroups allows the identification of common pathologic hallmarks of the niche in AML disease, with a great potential to serve as a repository of biomarkers and therapeutic avenues. Further studies using similar approaches could follow to dive into differences between AML subgroups and draw subgroup-tailored deregulation maps in the microenvironment, which could serve as potential targets for personalized medicine.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
  - Human primary samples
  - Mouse models
  - Cell lines
- **METHOD DETAILS**
  - AML and HSPCs transplantation assay *in vivo*
  - Bone marrow cell isolation
  - Flow cytometry analysis and cell sorting
  - Sample preparation for RNA-sequencing
  - Samples preparation for secretome
  - RNA-sequencing analysis methods
  - Secretome analysis
- **QUANTIFICATION AND STATISTICAL ANALYSIS**

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2021.109119>.

## ACKNOWLEDGMENTS

The authors would like to thank members of the Biological Resource Unit, Flow Cytometry, Computational Biology, Proteomics and Advanced Sequencing core facilities at the Francis Crick Institute for their valuable help. We would like to thank Mrs. Shohreh Beski (Obstetric Department, Royal London Hospital, London, UK) and her team as well as Mrs. Jashu Patel for helping in the collection of umbilical cord blood. We are grateful to the ASH-EHA TRTH joint program for the valuable help in supporting and improving the project. D.P. was supported by a non-clinical research fellowship from EHA. This work was supported by The Francis Crick Institute, which receives its core funding from Cancer Research UK (FC001045), The UK Medical Research Council (FC001045), and the Wellcome Trust (FC001045). For the purpose of Open Access, the authors have applied a CC BY public copyright license to any Author Accepted Manuscript version arising from this submission.

## AUTHOR CONTRIBUTIONS

D.P. conceived the study, designed, conducted, and performed the experiments and the analysis and wrote the manuscript. M.G.A. and G.D. designed and performed the computational and statistical analysis and wrote the manuscript. P.C. performed the statistical analysis. L.A.M., A.B., C.B.E., A.A., and A.W. performed experiments. L.O., I.M., and J.G. provided materials and constructive comments. D.B. conceived the study, designed experiments, and wrote the manuscript.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: November 12, 2020

Revised: January 20, 2021

Accepted: April 21, 2021

Published: May 11, 2021

## REFERENCES

- Abarrategi, A., Mian, S.A., Passaro, D., Rouault-Pierre, K., Grey, W., and Bonnet, D. (2018). Modeling the human bone marrow niche in mice: From host bone marrow engraftment to bioengineering approaches. *J. Exp. Med.* 215, 729–743.
- Ahrari, A., Al-Ani, F., Wang, Y.P., and Lazo-Langner, A. (2019). Treatment of venous thromboembolism in acute leukemia: A systematic review. *Thromb. Res.* 178, 1–6.
- Asada, N., Kunisaki, Y., Pierce, H., Wang, Z., Fernandez, N.F., Birbrair, A., Ma'ayan, A., and Frenette, P.S. (2017). Differential cytokine contributions of perivascular haematopoietic stem cell niches. *Nat. Cell Biol.* 19, 214–223.
- Baccin, C., Al-Sabah, J., Velten, L., Helbling, P.M., Grünschlager, F., Hernández-Malmierca, P., Nombela-Arrieta, C., Steinmetz, L.M., Trumpp, A., and Haas, S. (2020). Combined single-cell and spatial transcriptomics reveal the molecular, cellular and spatial bone marrow niche organization. *Nat. Cell Biol.* 22, 38–48.
- Bagger, F.O., Sasivarevic, D., Sohi, S.H., Laursen, L.G., Pundhir, S., Sønderby, C.K., Winther, O., Rapin, N., and Porse, B.T. (2016). BloodSpot: a database of gene expression profiles and transcriptional programs for healthy and malignant haematopoiesis. *Nucleic Acids Res.* 44 (D1), D917–D924.
- Balmages, A., Dinglasan, J., and Osborn, M.B. (2018). Severe Intracranial Hemorrhage at Initial Presentation of Acute Myelogenous Leukemia. *Clin. Pract. Cases Emerg. Med.* 2, 203–206.
- Baryawno, N., Przybylski, D., Kowalczyk, M.S., Kfoury, Y., Severe, N., Gustafsson, K., Kokkaliaris, K.D., Mercier, F., Tabaka, M., Hofree, M., et al. (2019). A Cellular Taxonomy of the Bone Marrow Stroma in Homeostasis and Leukemia. *Cell* 177, 1915–1932.
- Batsivari, A., Haltali, M.L.R., Passaro, D., Pospori, C., Lo Celso, C., and Bonnet, D. (2020). Dynamic responses of the haematopoietic stem cell niche to diverse stresses. *Nat. Cell Biol.* 22, 7–17.
- Battula, V.L., Le, P.M., Sun, J.C., Nguyen, K., Yuan, B., Zhou, X., Sonnylal, S., McQueen, T., Ruvolo, V., Michel, K.A., et al. (2017). AML-induced osteogenic differentiation in mesenchymal stromal cells supports leukemia growth. *JCI Insight* 2, e90036.
- Boulais, P.E., and Frenette, P.S. (2015). Making sense of hematopoietic stem cell niches. *Blood* 125, 2621–2629.
- Çelik, H., Lindblad, K.E., Popescu, B., Gui, G., Goswami, M., Valdez, J., DeStefano, C., Lai, C., Thompson, J., Ghannam, J.Y., et al. (2020). Highly multiplexed proteomic assessment of human bone marrow in acute myeloid leukemia. *Blood Adv.* 4, 367–379.
- Chen, Q., Liu, Y., Jeong, H.W., Stehling, M., Dinh, V.V., Zhou, B., and Adams, R.H. (2019). Apelin<sup>+</sup> Endothelial Niche Cells Control Hematopoiesis and Mediate Vascular Regeneration after Myeloablative Injury. *Cell Stem Cell* 25, 768–783.

- Coutu, D.L., Kokkalis, K.D., Kunz, L., and Schroeder, T. (2017). Three-dimensional map of nonhematopoietic bone and bone-marrow cells and molecules. *Nat. Biotechnol.* 35, 1202–1210.
- Crane, M.M., and Kaeblerlein, M. (2018). The paths of mortality: how understanding the biology of aging can help explain systems behavior of single cells. *Curr. Opin. Syst. Biol.* 8, 25–31.
- Crane, G.M., Jeffery, E., and Morrison, S.J. (2017). Adult haematopoietic stem cell niches. *Nat. Rev. Immunol.* 17, 573–590.
- Del Principe, M.I., Del Principe, D., and Venditti, A. (2017). Thrombosis in adult patients with acute leukemia. *Curr. Opin. Oncol.* 29, 448–454.
- Diana, G., Sainsbury, T.T.J., and Meyer, M.P. (2019). Bayesian inference of neuronal assemblies. *PLoS Comput. Biol.* 15, e1007481.
- Ding, L., Saunders, T.L., Enikolopov, G., and Morrison, S.J. (2012). Endothelial and perivascular cells maintain haematopoietic stem cells. *Nature* 481, 457–462.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21.
- Duarte, D., Hawkins, E.D., Akinduro, O., Ang, H., De Filippo, K., Kong, I.Y., Hattali, M., Ruivo, N., Straszewski, L., Vervoort, S.J., et al. (2018). Inhibition of Endosteal Vascular Niche Remodeling Rescues Hematopoietic Stem Cell Loss in AML. *Cell Stem Cell* 22, 64–77.
- Erba, B.G., Gruppi, C., Corada, M., Pisati, F., Rosti, V., Bartalucci, N., Villeval, J.L., Vannucchi, A.M., Barosi, G., Balduini, A., and Dejana, E. (2017). Endothelial-to-Mesenchymal Transition in Bone Marrow and Spleen of Primary Myelofibrosis. *Am. J. Pathol.* 187, 1879–1892.
- Gold, L., Ayers, D., Bertino, J., Bock, C., Bock, A., Brody, E.N., Carter, J., Dalby, A.B., Eaton, B.E., Fitzwater, T., et al. (2010). Aptamer-based multiplexed proteomic technology for biomarker discovery. *PLoS ONE* 5, e15004.
- Gould, M., Dosquet, C., and Bonnet, D. (2018). Role of the microenvironment in myeloid malignancies. *Cell. Mol. Life Sci.* 75, 1377–1391.
- Grey, W., Chauhan, R., Piganeau, M., Huerga Encabo, H., Garcia-Albornoz, M., McDonald, N.Q., and Bonnet, D. (2020). Activation of the receptor tyrosine kinase RET improves long-term hematopoietic stem cell outgrowth and potency. *Blood* 136, 2535–2547.
- Guarnerio, J., Mendez, L.M., Asada, N., Menon, A.V., Fung, J., Berry, K., Frenette, P.S., Ito, K., and Pandolfi, P.P. (2018). A non-cell-autonomous role for Pml in the maintenance of leukemia from the niche. *Nat. Commun.* 9, 66.
- Itkin, T., Gur-Cohen, S., Spencer, J.A., Schajnovitz, A., Ramasamy, S.K., Kusumbe, A.P., Lederger, G., Jung, Y., Milo, I., Poulos, M.G., et al. (2016). Distinct bone marrow blood vessels differentially regulate haematopoiesis. *Nature* 532, 323–328.
- Just Vinholt, P., Hojrup Knudsen, G., Sperling, S., Frederiksen, H., and Nielsen, C. (2019). Platelet function tests predict bleeding in patients with acute myeloid leukemia and thrombocytopenia. *Am. J. Hematol.* 94, 891–901.
- Karolchik, D., Hinrichs, A.S., Furey, T.S., Roskin, K.M., Sugnet, C.W., Haussler, D., and Kent, W.J. (2004). The UCSC Table Browser data retrieval tool. *Nucleic Acids Res.* 32, D493–D496.
- Katayama, Y., Battista, M., Kao, W.M., Hidalgo, A., Peired, A.J., Thomas, S.A., and Frenette, P.S. (2006). Signals from the sympathetic nervous system regulate hematopoietic stem cell egress from bone marrow. *Cell* 124, 407–421.
- Kode, A., Manavalan, J.S., Mosialou, I., Bhagat, G., Rathinam, C.V., Luo, N., Khiabani, H., Lee, A., Murty, V.V., Friedman, R., et al. (2014). Leukaemogenesis induced by an activating  $\beta$ -catenin mutation in osteoblasts. *Nature* 506, 240–244.
- Konopleva, M., Pollyea, D.A., Potluri, J., Chyla, B., Hogdal, L., Busman, T., McKeegan, E., Salem, A.H., Zhu, M., Ricker, J.L., et al. (2016). Efficacy and Biological Correlates of Response in a Phase II Study of Venetoclax Monotherapy in Patients with Acute Myelogenous Leukemia. *Cancer Discov.* 6, 1106–1117.
- Kunisaki, Y., Bruns, I., Scheiermann, C., Ahmed, J., Pinho, S., Zhang, D., Mizoguchi, T., Wei, Q., Lucas, D., Ito, K., et al. (2013). Arteriolar niches maintain haematopoietic stem cell quiescence. *Nature* 502, 637–643.
- Kusumbe, A.P., Ramasamy, S.K., and Adams, R.H. (2014). Coupling of angiogenesis and osteogenesis by a specific vessel subtype in bone. *Nature* 507, 323–328.
- Lane, S.W., Scadden, D.T., and Gilliland, D.G. (2009). The leukemic stem cell niche: current concepts and therapeutic opportunities. *Blood* 114, 1150–1157.
- Langen, U.H., Pitulescu, M.E., Kim, J.M., Enriquez-Gasca, R., Sivaraj, K.K., Kusumbe, A.P., Singh, A., Di Russo, J., Bixel, M.G., Zhou, B., et al. (2017). Cell-matrix signals specify bone endothelial cells during developmental osteogenesis. *Nat. Cell Biol.* 19, 189–201.
- Li, B., and Dewey, C.N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12, 323.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.
- Medyouf, H. (2017). The microenvironment in human myeloid malignancies: emerging concepts and therapeutic implications. *Blood* 129, 1617–1626.
- Méndez-Ferrer, S., Lucas, D., Battista, M., and Frenette, P.S. (2008). Haematopoietic stem cell release is regulated by circadian oscillations. *Nature* 452, 442–447.
- Mignone, J.L., Kukekov, V., Chiang, A.S., Steindler, D., and Enikolopov, G. (2004). Neural stem and progenitor cells in nestin-GFP transgenic mice. *J. Comp. Neurol.* 469, 311–324.
- Miller, L.H., Qu, C.K., and Pauly, M. (2018). Germline mutations in the bone marrow microenvironment and dysregulated hematopoiesis. *Exp. Hematol.* 66, 17–26.
- Morrison, S.J., and Scadden, D.T. (2014). The bone marrow niche for haematopoietic stem cells. *Nature* 505, 327–334.
- Omatsu, Y., Sugiyama, T., Kohara, H., Kondoh, G., Fujii, N., Kohno, K., and Nagasawa, T. (2010). The essential functions of adipo-osteogenic progenitors as the hematopoietic stem and progenitor cell niche. *Immunity* 33, 387–399.
- Ombrato, L., Nolan, E., Kurelac, I., Mavousian, A., Bridgeman, V.L., Heinze, I., Chakravarty, P., Horswell, S., Gonzalez-Gualda, E., Maccacchione, G., et al. (2019). Metastatic-niche labelling reveals parenchymal cells with stem features. *Nature* 572, 603–608.
- Ombrato, L., Nolan, E., Passaro, D., Kurelac, I., Bridgeman, V.L., Wacławiczek, A., Duarte, D., Lo Celso, C., Bonnet, D., and Malanchi, I. (2021). Generation of neighbor-labeling cells to study intercellular interactions in vivo. *Nat. Protoc.* 16, 872–892.
- Pacheco, E., Hu, R., and Taylor, S. (2018). Laser Capture Microdissection and Transcriptional Analysis of Sub-Populations of the Osteoblast Lineage from Undecalcified Bone. *Methods Mol. Biol.* 1723, 191–202.
- Passaro, D., Di Tullio, A., Abarrategi, A., Rouault-Pierre, K., Foster, K., Ariza-McNaughton, L., Montaner, B., Chakravarty, P., Bhaw, L., Diana, G., et al. (2017). Increased Vascular Permeability in the Bone Marrow Microenvironment Contributes to Disease Progression and Drug Response in Acute Myeloid Leukemia. *Cancer Cell* 32, 324–341.
- Perl, A.E. (2019). Improving Response to FLT3 Inhibitors-BCL2 the Rescue? *Clin. Cancer Res.* 25, 6567–6569.
- Pinho, S., and Frenette, P.S. (2019). Haematopoietic stem cell activity and interactions with the niche. *Nat. Rev. Mol. Cell Biol.* 20, 303–320.
- Ramilowski, J.A., Goldberg, T., Harshbarger, J., Kloppmann, E., Lizio, M., Sagatopam, V.P., Itoh, M., Kawaji, H., Carninci, P., Rost, B., and Forrest, A.R. (2015). A draft network of ligand-receptor-mediated multicellular signalling in human. *Nat. Commun.* 6, 7866.
- Roboz, G.J., DiNardo, C.D., Stein, E.M., de Botton, S., Mims, A.S., Prince, G.T., Altman, J.K., Arellano, M.L., Donnellan, W., Erba, H.P., et al. (2020). Ivosidenib induces deep durable remissions in patients with newly diagnosed IDH1-mutant acute myeloid leukemia. *Blood* 135, 463–471.
- Rodda, S.J., and McMahon, A.P. (2006). Distinct roles for Hedgehog and canonical Wnt signaling in specification, differentiation and maintenance of osteoblast progenitors. *Development* 133, 3231–3244.

How the deposited data were processed for this re-analysis (not part of the article)

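RNA-seq of FACS-sorted Nes low mesenchymal cells was available for 21 libraries: 3 from mice without leukemia, 6 early ch+, 6 early ch- and 6 late, each leukemic group with 3 libraries from HL60 and 3 from ML1. The early and late stages are defined in the paper by engraftment of 1% to 10% and 70% to 80%. Group and cell line were taken from the titles and the time point field of the labels. The treatment field contradicts them for the ML1 late libraries, which were kept as late because the titles, the time point and the number of late samples in the paper say so. The further controls of the paper were not analysed here, nor were the patient-derived xenografts and the secretome. The labels do not pair ch+ and ch- libraries by mouse, and they give no sorting or sequencing date.

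The authors aligned strand-specific paired-end reads to mm10 with STAR, counted them per Ensembl gene with RSEM, and normalized and regularized the counts with DESeq2. The deposited table holds the authors' regularized log2 values, although it is called normalized counts and the paper's methods speak of a log10 transformation. Its lowest value is −2.33 and its highest 22.44. The spread between libraries shrinks toward 0 at low means, as it does after such a regularization. The whole reads behind the values could not be recovered, so the depth of each library is unknown and its precision can be judged only from the replicates. A count-based test was not run.

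The test had been written down for log2 of a normalized count plus 1. It was kept as written in every other respect and applied to the deposited log2 values directly, since they are already on that scale. The filter of a mean of 10 normalized counts became a mean of 3.32 on the log2 scale, and it left 12976 of 26852 genes. All libraries entered 1 linear model with 4 groups in limma 3.58.1 (R 4.3.3), with a mean-variance trend in the empirical Bayes step, two-sided tests and Benjamini-Hochberg adjustment within each comparison. Genes under an adjusted p of 0.1 are called deregulated. HL60 and ML1 were compared within each leukemic group in a model with 7 groups. The method was tested on simulated data: with known changes added to the values, it found 4.55% of genes changed by 0.5 on the log2 scale, 40.3% of those changed by 1 and 100% of those changed by 2, with 6 calls among 12776 unchanged genes. A change of 0.5 was therefore mostly missed in this simulation, in which 200 of the 12976 genes were changed. The adjustment depends on how many genes change, so the share missed may differ in comparisons with more deregulated genes.

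The share of late genes deregulated in an early group was computed over all genes deregulated in late, in either direction, with a Wilson interval at a confidence level of 95%. Because late and early groups are compared with the same controls, 100 simulations without any difference and 100 with the late changes alone were made from the residuals of whole libraries, reordered and with random signs. The residuals were taken about the means of the 4 groups, so those of late include the difference between HL60 and ML1. No batch that sets the controls apart from all other libraries was simulated.

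Genes are named by a fixed rule: the transcripts of Figure 4D, the members of the gene lists as lists, Nes and the sorting markers, and the 5 genes in each direction with the largest mean absolute change over late and ch+, among genes deregulated in both with the same sign whose late and ch+ libraries all lie beyond every ctrl library. Single chains of the laminin, collagen and Na+/K+ ATPase families, Chad, Acta2, Myh11 and the genes that differ between the cell lines were named after their values were seen. A withheld item is not reported here. Lists of the genes the paper's text names for its clusters, the transcripts of Figure 4D, the chain families and 9 marker lists were tested with camera in limma at a preset correlation of 0.01, with fry, with an estimated correlation and with exact permutation tests of the list means. A list needed 3 tested genes. The genes of Table S3 for Nes low cells were used for a comparison of signs. A pair of further lists, of blood and red cell genes, was written after the markers of those cells had been seen.

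Alternatives set before the data were examined were another filter, quantile normalization, rescaling to the library totals, other variance settings, sample weights, fits of the compared groups alone, a fit by cell line, a stricter threshold, a minimum fold change, each cell line alone and leaving out each library in turn. A correction for GC content and transcript length, which 99.7% of the tested genes allowed, the exact permutation of list means, and leaving out libraries in the list tests were chosen after seeing the data. Alternatives that need counts could not be run. Gene positions are those of the Ensembl annotation on GRCm38. Figures were drawn with Python 3.11.15.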

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

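The gene counts between the lines, their splits and leave-one-out ranges, and quantile normalization were set before the data were examined. The other tests below were chosen only after the results had been seen.

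The number of genes that differed between HL60 and ML1 was small in the early groups and large in late. Between the lines, 2 genes differed in early ch+ (Aspn and Postn), 7 in early ch- (Postn, Gemin7, Mfap4, Thbs2, Gm38211, Col12a1 and Csmd1) and 531 in late, of which 410 were higher with HL60. Aspn, Postn and the genes of ch- were singled out after their values were seen. The early counts are small and move between 0 and 6 in ch+ and between 0 and 10 in ch- when a library is left out. At an unadjusted p under 0.05, 988, 885 and 1419 genes differed. Of the 23 gene lists, camera called 12 between the lines in ch+, 9 in ch- and 7 in late, among them mitochondrial genes of cluster 7, with all 8 higher with HL60 in both early groups, so the small early gene counts do not show that the lines are alike. These list calls were not tested against other splits. Of the 10 possible splits of 3 against 3 libraries, 4 gave as many genes as the lines in ch+, 1 in ch- and 1 in late, where every other split gave 0. With 10 splits the share of splits is never under 0.1, above the limit of 0.05, so grouping by chance cannot be told apart from a difference between the lines by the number of splits. For late, the libraries of the lines also lay apart on the first principal component (30.50 to 34.90 with HL60 and 59.77 to 64.35 with ML1).

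A candidate explanation for the late difference is that the ML1 late libraries lie further along part of the change that HL60 late libraries show: of the 531 genes, 406 or 76.5% (95% Wilson interval 72.7% to 79.9%) moved further from ctrl with ML1 in the direction of the HL60 change. The genes were chosen for differing and both changes share the controls, so the share expected without this explanation is not known. The median absolute change of these genes from ctrl was 0.87 with HL60 and 1.87 with ML1, and 396 of the 531 genes were deregulated in late with the lines pooled. This holds for part of the late change and not for the whole of it. The lines differed by 2.02 in osteoblast markers, 1.89 in chondrocyte markers and 1.37 in matrix and osteolineage genes of cluster 1 (higher with HL60), but by 0.01 in the red transcripts of Figure 4D, −0.07 in CAR cell markers and 0.06 in MSC signature genes, all of which rose in late. The genes with the strongest difference were Bglap (3.32), Bglap2 (3.15) and Car3 (2.63). After removal of a trend on GC content and length, 481 of the 531 genes were still called in the same direction, and after quantile normalization 494, so neither is the whole cause. The lines are not balanced over anything else that the labels record, and a difference in the day of sorting or sequencing, for which the labels give nothing, cannot be told apart from the cell line. Whether the mice with ML1 carried more leukemia when they were sampled was not tested. Of the ML1 late libraries the treatment field says that the mice were without engraftment. They lie further from ctrl than the HL60 late libraries, which is the reverse of what that entry would give.

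Blood and red cell markers were higher in both early groups than in ctrl, in genes that are not among the transcripts of Figure 4D. The mean log2 fold change of the blood cell markers was 3.10 in ch+ and 3.04 in ch-, and that of the red cell markers 3.70 and 3.64, with every early library above every ctrl library. Of the 9 tested blood cell markers 6 pass the filter in ctrl alone, as do 6 of the 7 red cell markers. Hbb-bs, an abundant red cell gene, had 7.15 to 7.90 in ctrl, 10.90 to 12.47 in ch+, 11.17 to 12.08 in ch- and 4.44 to 4.87 in late, and S100a9, abundant in neutrophils, had 3.72 to 4.50, 8.04 to 9.70, 8.41 to 9.61 and 3.11 to 4.34. Reads of the human leukemia cells are argued against, because the late libraries, with more human cells in the marrow, did not show the rise (the higher of the changes of the 2 lists in late was −0.67; blood cells −0.31 without ctrl replicate 375). A batch that sets all higher replicate numbers (523 to 583) apart from the lower ones (373 to 399) is argued against. The ML1 late libraries (581 to 583) were not above the HL60 late libraries (−0.10). A lower share of Nes low cells with every other cell type raised alike is argued against too, because endothelial and smooth muscle markers did not rise with them (at most 0.17). Skeletal muscle markers did rise, by 2.09 in ch+ and 1.30 in ch-, so a lower share with only some cell types raised is not excluded. RNA from mouse blood cells in the early sorts stays open and may be the source: further blood and red cell genes, a list not used to find the pattern, rose as well, by at least 0.88 (blood 0.94 and red 1.04 in ch+, 0.88 and 0.99 in ch-), although by less than the first markers. In late, these lists changed by −0.36 and −0.42. A real induction of such genes in Nes low cells was not tested, and a batch confined to the early libraries cannot be excluded.

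Single libraries stood apart in 4 of 78 measures, where 3.9 would be expected by chance. The total of ch+ replicate 525 was 11.21 against 12.34 to 12.65 (in megacounts of normalized signal) in the others. Nes was 6.61 in ch+ replicate 541 against 7.28 to 7.65. Smooth muscle markers averaged 7.71 in late replicate 582 against 8.29 to 8.62. No cause was tested for these 3. AY036118 was 15.30 in ch- replicate 544 against 1.44 to 1.87, the only measure far from the rest. A batch shared by the controls and replicate 544 is argued against, because no other gene separated these 4 libraries from the other 17 by more than 0.30 on the log2 scale, while AY036118 did by 13.43. Whether reads were split with the rRNA gene that spans it cannot be told apart from the values, because AY036118 holds at most 10.5% of the sum of both genes. No biological explanation was tested.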

How the results depend on the processing

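Other splits of the libraries for the gene lists and Table S3, the correction for GC content and length, the permutation of list means and the leave-one-out of the gene lists were chosen only after the results had been seen. The choices of group, filter, threshold and test were made before the data were examined. Pseudocounts of 0.1 and 8 and the count-based tests were not run, because the table holds log2 values. No paired analysis was possible because the labels do not say which ch+ and ch- libraries come from the same mouse.

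The direction of each comparison's shared pattern was kept under most alternatives, and the counts moved. Rescaling each library to the mean library total gave the largest change in the counts of late against ctrl and late against ch+, and the lowest shares: 8302 genes in late against ctrl (2795 as reported), 9031 in late against ch+ (2555), and shares of 6.94% in ch+ (18.7%) and 1.58% in ch- (5.55%). By its construction it raises the late libraries, whose totals are lowest. The median log2 fold change of all genes became 0.71 in late, 0.63 in late against ch+, 0.13 in ch+ against ch-, −0.24 between the lines in late and 0.10 between the lines in ch-. With the values as deposited these medians lay between −0.02 and 0.02. Genes higher made up 93.8% in place of 47.3% in late, 66.7% in place of 55.4% in ch+, 41.9% in place of 59.0% in ch-, 78.6% in place of 57.1% in ch+ against ch-, 93.5% in place of 44.6% in late against ch+, 85.7% in place of 71.4% between the lines in ch- and 37.0% in place of 77.2% in late. Under it Nes (0.60), Ptprc (0.57) and the mitochondrial genes of cluster 7 (0.44) changed sign in late, each staying below the median of all genes. In late against ch+, collagen chains (0.31) and chondrocyte markers (0.47) became positive but stayed below the median of all genes. Quantile normalization kept 2612 of the 2795 late genes in direction, and removing a trend on GC content and length kept 2531, with a log2 fold change of Nes, late vs ctrl, of 0.0652. The cause was not tested for the changes that follow, except where fewer genes or libraries enter by construction.

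The changed counts of genes past the threshold, early ch- vs ctrl, genes past the threshold, early ch+ vs ctrl, and genes past the threshold, HL60 vs ML1 in late, are among those below. With sample weights (arrayWeights), 156 genes were deregulated in ch-, 1183 between the lines in late and 0 between the lines in ch+, with shares of 13.6% and 3.35%. Without a trend, the shares were 15.7% and 4.63%, and 0 genes differed between the lines in both early groups. In fits of the compared groups alone, 990 genes differed between the lines in late and 4 in ch-, and the share in ch- was 4.36%. With the lines averaged, the shares were 24.9% and 8.23%. At an adjusted p under 0.05, 512 genes were deregulated in ch+, 156 in ch- and 0 between the lines in ch-, with shares of 14.6% and 4.02%. A fold change minimum gave 1521 genes in late, 478 in ch+, 385 in ch+ against ch-, 1054 in late against ch+ and 352 between the lines in late, with a share of 17.2% in ch+. HL60 alone gave 1756 genes in late and 478 in ch+ against ch-, and ML1 alone gave 460 and a share of 6.79% in ch-. Shared genes of the same direction made 16.9% in ch+. Adjusted over the late genes alone, the shares were 35.1% and 13.1%. Between the lines in ch+ (2 as reported), 1 gene was found with every gene above 0, 4 with quantile normalization, 1 with the robust setting and 0 after the GC and length correction, which also left 0 in ch-.

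With each of the 21 libraries left out, the counts ranged from 2212 to 2870 in late, 542 to 836 in ch+, 136 (without ctrl replicate 374 or 375) to 280 in ch-, 676 to 844 in ch+ against ch-, 2190 to 2620 in late against ch+, and between the lines 0 to 6 in ch+, 0 to 10 in ch- and 383 to 562 in late. The shares ranged from 15.0% to 21.0% and from 3.62% (without ctrl replicate 375) to 6.51%. The correlation of late with ch+ ranged from 0.525 to 0.601, and that of late with ch+ against ch- from 0.117 to 0.163. Nes ranged from −0.22 to 0.0349 in late and from −0.23 to 0.0376 in ch+. Gene lists past the threshold ranged from 73 to 80, and the share of Table S3 genes with the same sign in late from 74.5% (without ctrl replicate 374) to 79.5%.

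Other splits of the libraries gave as many deregulated genes as the real groups in 1 of 84 splits for late, ch+ and ch- against ctrl (the real one; the highest other counts were 1358, 36 and 73), and in 1 of 100 drawn splits for ch+ against ch- (142) and late against ch+ (1247). The number of gene lists past the threshold is less specific. As many as in the real groups were found in 2 of 84 splits for late, 6 of 84 for ch+, 8 of 84 for ch-, 10 of 100 for ch+ against ch- and 24 of 100 for late against ch+, so at the limit of 0.05 used for all splits camera's count of lists is beyond chance for late and not for the other comparisons. With an estimated correlation, 49 of the 78 list tests held. Of the named genes' 852 values under alternatives, 14 changed (4 weaker, 2 stronger, 8 reversed), and of 575 list values 71 changed (56 weaker, 14 stronger, 1 reversed). The 1 reversed does not take in every list named above as changing sign under rescaling. Lists in ch- depend most on single controls: MSC signature genes (0.23) had 0.13 without ctrl replicate 374, skeletal muscle genes of cluster 3 (1.26) ranged from 0.82 to 1.81 and lost their call without ctrl replicate 375, cartilage genes of cluster 3 (−0.54) had −0.18 without ctrl replicate 373, smooth muscle genes of cluster 5 (−0.46) had −0.17 without ctrl replicate 374 and −0.74 without 375. CAR cell markers in ch+ against ch- (0.29) had 0.16 without ch- replicate 528. The unknown depth and the regularization limit what can be said of weakly expressed genes.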

Differences from the paper's values

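Tests named here were set before the data were examined unless stated otherwise.

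The paper's share of late genes also deregulated in ch+ cells is 40%, against 18.7% here. The paper tested with DESeq2, and its legend gives 5 controls. Neither was repeated here, so their part in the gap was not tested. Adjusted over the late genes alone, one of the alternatives set before the data were examined, the share was 35.1%, within 1.5 times the paper's value. Under all the other alternatives set before the data were examined it stayed between 6.94% and 24.9%. The paper's share for ch- cells is 0.05%, against 5.55% here, or 0.0555 as a fraction, which is near the paper's number if that number is a fraction and not a percentage. As a percentage, none of the alternatives set before the data were examined closed the gap, their shares lying between 1.58% and 13.1%.

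The paper's number of controls is 5, and 3 control libraries were analysed here. No alternative changes this number.

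Of the transcripts in Figure 4D, about 12 are colored in the ch- column in Fig. 4D, read by eye, and 4 were deregulated in ch- here (Ranbp17, Egfros, F5 and Xylt1). Adjusted over the list alone, 13 were, but this adjustment was not among the alternatives set before the data were examined. Of the alternatives set then that were run, none reached the number in the figure, with counts between 0 and 7. With each library left out in turn the counts were 0 (without ch- replicate 529 or 544) to 5, and 1 without ctrl replicate 374. Fgd6 was called with a mean of at least 50 normalized counts, with quantile normalization and with the lines averaged, Col2a1, Sox6 and Epyc in fits of the compared groups alone, and Col2a1 and Sox6 also with the lines averaged.

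The paper lists all transcripts of Figure 4D as deregulated in both stages. Here 75 of the 78 tested were deregulated in late and 63 in ch+, and adjusted over the list alone 78 and 75. The transcripts not deregulated in late were Lsm4 (0.76), Pde3a (−0.64) and Sgip1 (−0.82). Lsm4 was called without a trend, in fits of the compared groups alone, with library totals rescaled and, chosen after seeing the values, with the GC and length correction, and Sgip1 was called with sample weights and in fits of the compared groups alone. In ch+, the fit with the lines averaged called 72, adding Bmp7, Cadm1, Cspg4, Mef2c, Nkd2, Olfml3, Pcolce2, Xylt1 and Zfhx3. Fits of the compared groups alone added the same genes except Nkd2, library totals added Lsm4 and Nkd2, and the fit without a trend added Lsm4 and Atg4b. These fits also lost calls in ch+, with totals of 65, 62 and 62, and sample weights called 56. In late, library totals called 62 in place of 75. A mean of at least 50 normalized counts, the robust setting and quantile normalization each added Zfhx3, and the last also Mef2c. The GC and length correction, chosen after seeing the values, added Nkd2 and Zfhx3.

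Figure 4D draws Gm16096 and Pilrb2 as its strongest red transcripts. They fell below the filter here, as did Ninj2, Scin and Fxyd2, and on the regularized scale their log2 fold changes in late were 0.83 and 0.60. With every gene above 0 tested, Gm16096, Ninj2, Scin and Fxyd2 were deregulated in late, and Ninj2, Scin and Fxyd2 in ch+. The color key of Figure 4D assigns positive numbers to blue and negative ones to red. Here the red transcripts were higher in late than in ctrl (median log2 fold change 1.65) and the blue ones lower (−1.69), which is the direction in which Figure 4E uses the colors.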

Other observations

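The tests of scaling, blood cells in late, shared controls and of the chondrocyte and smooth muscle markers were set before their results were seen. The test of transcript content uses the correction for GC content and length, which was chosen only after the results had been seen. So were the tests of the dilution by blood cell RNA, of the highest gene and of Table S3 against other splits.

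Genes deregulated in late were weighed against technical explanations. After a trend on GC content and length was removed, 90.6% were still deregulated in the same direction, and with quantile normalization 93.5%, which argues against either as the whole cause. Rescaling each library to the mean library total kept fewer, 1837 of 2795. Of its calls 93.8% were higher in place of 47.3%, so the balance of higher and lower genes depends on this scaling. Blood cell RNA in the late sort is argued against by the blood cell markers, which changed by −0.67 in late. The share of late genes found in ch+ and in ch- is not produced by random variation of the shared controls alone. The highest simulated shares were 0.337% and 0.451%. A batch that sets the controls apart from all other libraries is outside these simulations and is not excluded. For the correlation of the late with the ch+ changes (0.546), random variation of the shared controls stays open as well. The highest value simulated without any difference was 0.832, but those simulations gave at most 9 late genes. With the late changes kept and no early change, 2 of 100 simulations gave a value as large, and the highest was 0.602. For the correlation of late with ch+ against ch- (0.146), 13 of 100 splits of the early libraries gave a value as large in size, so it is not beyond chance.

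A change in the mix of sorted cells is a candidate explanation for part of the lower genes of Figure 4D. Chondrocyte markers outside Figure 4D (6 genes) changed by −3.66 in late and, in ch+ against ch-, by −2.55 (against ctrl by −3.26), each of the genes lower, so fewer chondrocytes in these sorts would give this result. The same holds for smooth muscle markers outside Figure 4D (5 genes) in ch+, with −1.13 against ch- and −1.34 against ctrl, all lower. In late they changed by −0.38, with 4 of 5 lower and Notch3 at 0.88, and a loss of smooth muscle cells cannot be told apart from a change within them by so few genes. The controls express all the tested genes of both lists. A dilution of the ch+ libraries by blood cell RNA is argued against, since blood and red cell markers differed from ch- by at most 0.0653. Lower expression within Nes low cells, the reading in the paper, was not tested apart from a change in the mix and stays open.

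The late libraries have lower totals. The highest gene alone as the whole cause is argued against, since without CT010467.1, the highest gene of every library, the highest late total was 6.66 and the lowest ctrl total 8.34 (in megacounts of normalized signal). A contribution of other abundant genes was not tested. The libraries' first principal component held 24.5% of the variance and separated late (30.50 to 64.35) from the other libraries (−31.14 to −8.97). The second held 11.2% and separated ch+ libraries (−38.76 to −23.61) from all others (0.19 to 28.04).

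Table S3 gives the paper's genes deregulated in Nes low cells upon AML engraftment. Whether libraries analyzed here, the controls among them, also entered that table is not known, so the shares below are no independent evidence. Of its 724 genes for Nes low cells, 683 were tested here. The sign was the same for 79.5% in late (95% Wilson interval 76.3% to 82.4%), 67.2% in ch+, 63.3% in ch- and 62.1% in ch+ against ch-. In late, 1 of 84 splits of the libraries, the real one, gave as large a share. For the genes higher in Table S3 the median log2 fold change in late was 0.40, and for the lower ones −0.57 (adjusted p with camera in limma 4.41e-14 and 6.03e-22). In ch+ against ch- the medians were 0.05 (adjusted p = 0.136, camera) and −0.19 (adjusted p = 1.2e-08).

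Skeletal muscle markers (5 genes tested) rose by 2.09 in ch+ (exact permutation p = 0.0119) and by 1.30 in ch- (exact permutation p = 0.0357), and changed by −0.73 in late (exact permutation p = 0.0238; −1.05 to −0.30 with a library left out). Endothelial markers changed by −0.20 in late (exact permutation p = 0.321). The Figure 4D lists changed by 1.59 (red) and −1.83 (blue) in late and by 0.79 and −1.74 in ch+. In ch- they changed by 0.46 (exact permutation p = 0.0119) and −0.48 (exact permutation p = 0.0357). The study chose these lists on these samples, so the changes are not independent evidence.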
